# Tumor hypoxia enhances non-small cell lung cancer metastasis by selectively promoting macrophage M2 polarization through the activation of ERK signaling

**DOI:** 10.18632/oncotarget.1856

**Published:** 2014-03-22

**Authors:** Jun Zhang, Ji Cao, Shenglin Ma, Rong Dong, Wen Meng, Meidan Ying, Qinjie Weng, Zibo Chen, Jian Ma, Qingxia Fang, Qiaojun He, Bo Yang

**Keywords:** Hypoxia, Macrophage, Metastasis, Polarization, NSCLC

## Abstract

Hypoxia is a common phenomenon occurring in the majority of human tumors and has been proved to play an important role in tumor progression. However, it remains unclear that whether the action of hypoxia on macrophages is a main driving force of hypoxia-mediated aggressive tumor behaviors. In the present study, we observe that high density of M2 macrophages is associated with metastasis in adenocarcinoma Non-Small Cell Lung Cancer (NSCLC) patients. By applying the *in vivo* hypoxia model, the results suggest that intermittent hypoxia significantly promotes the metastasis of Lewis lung carcinoma (LLC), accompanied with more CD209^+^ macrophages infiltrated in primary tumor tissue. More intriguingly, by skewing macrophages polarization away from the M1- to a tumor-promoting M2-like phenotype, hypoxia and IL-6 cooperate to enhance the LLC metastasis both *in vitro* and *in vivo*. In addition, we also demonstrate that skewing of macrophage M2 polarization by hypoxia relies substantially on activation of ERK signaling. Collectively, these observations unveil a novel tumor hypoxia concept involving the macrophage phenotype shift and provide direct evidence for lung cancer intervention through modulating the phenotype of macrophages.

## INTRODUCTION

Tumors are composed of an array of cell types, including not only cancer cells but also the non-cancer cells, and the most prominent component of these non-cancer cells are macrophages, which are often called tumor-associated macrophages (TAMs) [1]. There are two well-established polarized phenotypes, classically activated macrophages (M1) and alternatively activated macrophages (M2), both have been observed in tumor [2-3]. It is generally considered that these two types of macrophages are antagonistic and M2 macrophages function in moderating inflammatory responses, promoting angiogenesis and contributing to tissue remodeling, all of which are apparently tended to promote tumor progression [4-6]. Previous study demonstrated that NSCLC patients with a high expression of cathepsin had a poor outcome [7]. Interestingly, evidence has shown that macrophages are the primary source of cathepsin [8-9]. Thus the study on the association of macrophages infiltration and NSCLC patient survival has attracted intensive interest, but this association has rendered conflicting results. Importantly, several clues of evidence have suggested that the prognostic value of macrophages in NSCLC seems to depend on their microanatomical distribution [10]. Given that the different distribution of macrophages might resulted in interacting with the different cell types and finally determined the different polarized phenotypes of macrophages, thus the polarized phenotypes rather than the infiltration of macrophages might play a key role in the progression of NSCLC. However the macrophages activation states have been less examined in human lung carcinogenesis.

Macrophages can shift between different modes of activation and perform divergent functions [11-13], and this change is highly associated with the tumor microenvironment (TME) [14-15]. As the hallmark feature of malignant tumors, hypoxia has been proved to play an important role for TAMs infiltration in tumor tissue. Additionally, macrophages could alter their expression of several mitogenic and proangiogenic cytokines when exposed to hypoxia [16-18]. Of note, not only their numbers, but also their phenotype regulates tumorigenesis. Given that macrophages are often prominent in tumor tissues and retain a relatively immature macrophage phenotype [19-20], together with the fact that macrophages preferentially accumulate in hypoxic tumor areas [17], therefore hypoxia may also have a profound influence on the function of macrophages. However, the impact of hypoxia on the phenotype shift and functional response of macrophages is still largely unknown.

It is now generally accepted that hypoxia is linked to treatment resistance, cell proliferation, and metastatic potential, which contribute to poor prognosis [21]. Nonetheless, most of these studies only focus on the effect of hypoxia on tumor cells themselves, thus we also aimed to determine whether the action of hypoxia on TAMs is involved in hypoxia-driven tumor behaviors. In this study, we observed the infiltration of M2 macrophages was associated with the tumor metastasis in human adenocarcinoma NSCLC. Further study demonstrated hypoxia selectively promotes M2 macrophage polarization through the activation of ERK, and in turn enhances LLC metastasis and angiogenesis both *in vitro* and *in vivo*. Taken together, this study not only has attempted to characterize the effect of hypoxia on macrophage phenotype shift, but also highlights the potential of reeducation of macrophage polarization in anticancer treatment of NSCLC.

## RESULTS

### High density of M2 macrophages is associated with metastasis in adenocarcinoma NSCLC

Although increasing evidence suggest that M2 macrophages apparently tend to moderate inflammatory response and promote angiogenesis [4-5], all of which are seems to promote tumor progression, but their role in NSCLC is still poorly discussed. In order to address this issue, we first tried to find the clues from the GEO datasets. Interestingly, when we re-analysised microarray data (GSE1987) from 36 samples obtained from human lung tissue, the ratio of M2 macrophages rather than M1 macrophages in NSCLC was generally higher than that in normal lung tissue (Fig. S1). Encouraged by these clues, we next studied the infiltration of M2 macrophages in primary tumor tissues isolated from 55 adenocarcinoma NSCLC patients including 20 patients with metastasis. Since CD209 is believed to be a marker for M2 macrophages [22-23], the immunostaining against CD209 was performed. As illustrated in Fig. 1A and 1B, the number of CD209^+^ cells in tumors with metastasis (18/20 samples are positive for CD209^+^ cells, mean score is 1.85) was significantly higher than that in ones without metastasis (15/35 samples are positive for CD209^+^ cells, mean score is 0.66). Thus, these data indicate that the number of infiltrating M2 macrophages is correlated with metastasis in adenocarcinoma NSCLC, which is consistent with our bioinformation data drawed from the GEO dataset.

Since hypoxia is the hallmark feature of malignant tumors including NSCLC [21, 24], and our data reveal that M2 macrophages could infiltrate into the tumor tissue (Fig. 1A), we further intend to ask whether M2 macrophages are preferably localized in lung tumor hypoxic regions. In order to better characterize this issue, we established the C57BL/6 mice bearing LLC tumor model. Mice were intraperitoneally injected with PIMO, a probe extensively used for hypoxia detection[25], prior to scarified and performed further immunoﬂuorescence staining. As shown in Fig. 1C, nearly half of the macrophages (F4/80^+^) exhibited a M2 phenotype (CD209^+^). Of interest, most of these M2 macrophages (CD209^+^) were situated at hypoxic regions (PIMO^+^) (Fig. 1C), indicating tumor hypoxia might be highly associated with the M2 polarization of macrophages.

**Figure 1:**
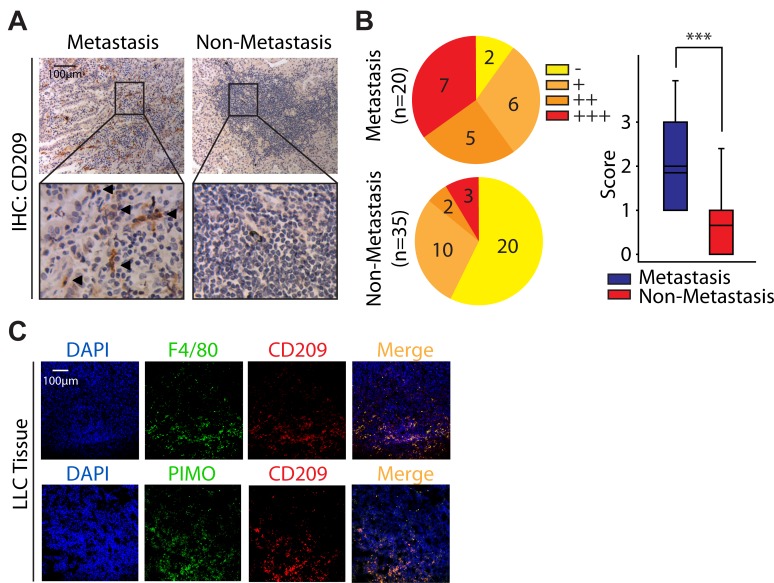
High density of M2 macrophages is associated with metastasis in adenocarcinoma NSCLC (A) Immunostaining analysis of CD209 in adenocarcinoma NSCLC. (B) The Immunostaining intensities were categorized (scored) as negative (−, 0), weak positive (+, 1), positive (++, 2), or strongly positive (+++, 3). (C) Hypoxic areas were visualized by immunolabeling of hypoxic-speciﬁc marker PIMO. F4/80 and CD209 were used as pan macrophage marker and M2 phenotype marker respectively.

### Hypoxia enhances the metastasis of LLC accompanied with the increase of M2 macrophages in tumor tissue in vivo

Given that M2 macrophages exhibit the similar function in cancer promotion as tumor hypoxia, together with the data that M2 macrophages are preferably situated at hypoxic regions (Fig. 1C), we thus hypothesized that M2 macrophages might be involved in tumor hypoxia-driven tumorigenesis. Though there is lack of appropriate animal model for discovering the biological function of tumor hypoxia, mice receive the intermittent hypoxia via housed in a hypoxic chamber seems to meet the requests for exploring the effects of hypoxia on tumor biology [26]. Accordingly, C57BL/6 mice bearing LLC tumor were exposed to normoxia or normobaric hypoxia for 4h every day (Fig. 2A). As expected, the haemoglobin concentration was significantly increased in hypoxia-acclimated animals (Fig. 2B), which manifested our *in vivo* hypoxia model was successful [27]. Interestingly, the hypoxia exposure significantly increased the inﬁltration of macrophages (F4/80^+^) as well as the ratio of CD209^+^ macrophages (Fig. 2C, D). On the other hand, analysis of spontaneous lung metastases originating from these LLC tumors indicated that hypoxia markedly enhanced tumor metastasis to lung (from 20% to 60%) (Fig. 2E, F). Additionally, the lung metastases lesions were visualized by H&E staining (Fig. 2G). Collectively, these results provide the direct evidence to support our hypothesis that hypoxia can promote the M2 polarization of macrophages and subsequently enhance lung tumor metastasis.

**Figure 2:**
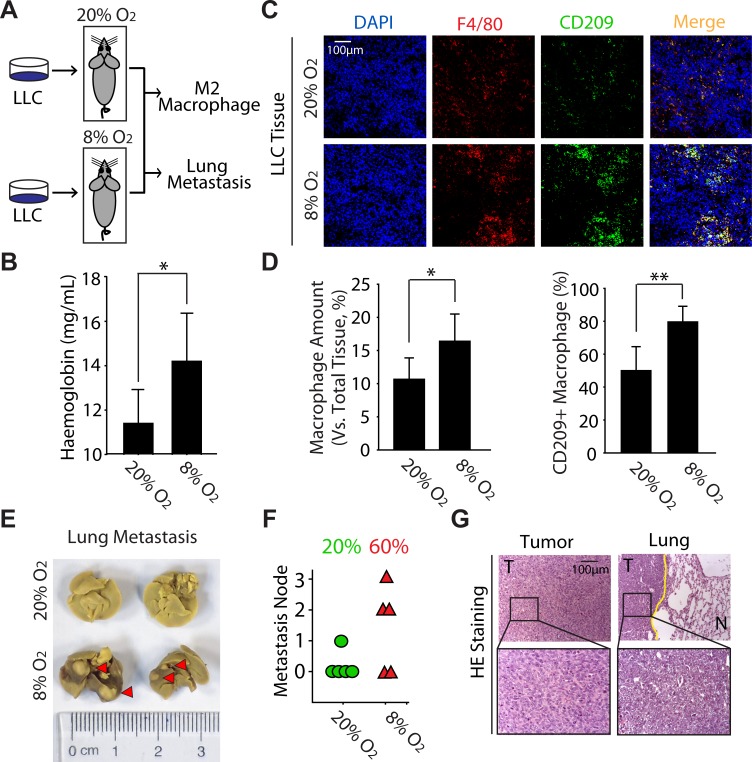
Hypoxia enhances the metastasis of LLC accompanied with the increase of M2 macrophages in tumor tissue in vivo (A) Schematic representation of experimental approach used throughout the study. (B) The level of haemoglobin was determined by blood biochemistry analyzer. (C) Colocalization of F4/80 and CD209 was visualized by immunoﬂuorescence staining. (D) Counting statistics of (C). (E) Photographs of lung metastasis (F) Quantitative analysis of lung metastasis nodules (rate). (G) LLC tumors and lung metastases were conﬁrmed by H&E staining.

### Hypoxia selectively promotes the M2 polarization of macrophages triggered by IL6

It should be emphasized that previous literatures suggest that when macrophages infiltrate into tumor, they are retained a relatively immature phenotype [19-20]. Thus the increase of CD209^+^ macrophages in hypoxia-acclimated animals (Fig. 2C, D) might mainly result from the effect of hypoxia on macrophage polarization rather than the inﬁltration of macrophages into tumor tissues (Fig. 2D). Considering this issue is rarely reported, we thus extended our study to explore the effect of hypoxia on macrophage polarization. By using the *in vitro* co-culture model of hypoxia, we first examined the inﬂuence of hypoxia on inducing experiments, in which RAW264.7 cells were incubated with (NC-CM) or without (NC) LLC-CM. As shown in Fig. S2A, comparing with NC macrophages, NC-CM macrophages expressed more CD209 and CD86 (marker for M1 macrophages). However, macrophages only exhibited a potent up-regulation of CD209 but not CD86 under hypoxic condition. These findings strongly support the idea that hypoxia plays a key role in the process of selective M2 macrophage polarization induced by lung tumor cells.

Because *A*) IL6 has been implicated in NSCLC poor progression basing on clinical reports [28], *B*) immunostaining derived from LLC tumor tissue showed IL6 accumulated in F4/80^+^ macrophages areas (Fig. S2B), and *C*) anti-IL6 antibody impaired the increase of M2 macrophages (CD209^+^) induced by LLC-CM under hypoxic condition (Fig. S2C), we were thus encouraged to gain specific insight into the phenotype shift of macrophages during hypoxia by applying the IL6. Comparing with treatment with IL6 alone in RAW264.7 cells (NC+IL6), co-treatment with IL6 and hypoxia (HC+IL6) elevated the percentage of both CD209^+^ and CD206^+^ (another marker for M2 macrophages) cells, but the percentage of M1 macrophages were not increased significantly (Fig. 3A, B). Intriguingly, the similar phenomenon was also achieved in IL4 or IL13-mediated macrophage polarization (Fig. S3).

In order to further clarify this issue, the mRNA expression of M2 phenotype markers was also examined. As shown in Fig. 3C, the mRNA expression of ARG1 and YM1 was significantly higher in HC+IL6 macrophages compared with that in the matched NC+IL6 macrophages. Since M2 macrophages express factors involved in immunosuppressive or trophic properties [1, 29-32], a gene microarray approach was used to compare the expression of receptors, cytokines and chemokines in polarized macrophages. 

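RAW264.7, a mouse macrophage cell line, was hybridized to Affymetrix expression arrays under 4 conditions, with 1 array per condition. These were normoxia (NC), normoxia with IL6 (NC+IL6), hypoxia (HC) and hypoxia with IL6 (HC+IL6). The cells were kept in these conditions for 4 days, hypoxia was 1% oxygen, and IL6, a cytokine that signals through STAT3, was given at 25 ng/ml. Each array measured 45101 probe sets, which are groups of short probes for 1 transcript. The values deposited by the authors are log2 signals from MAS5, a method that combines the probes of a probe set and subtracts a local background. Every array was scaled so that the mean signal, after trimming 2% at each end, was 500, and signals under 1 are listed as 0. From these values, a background floor was set on each array as the 95th percentile of 82 probe sets of genes restricted to other tissues, such as albumin, insulin and rhodopsin. The floor was a log2 signal of 7.07 in NC, 7.12 in NC+IL6, 7.40 in HC and 7.54 in HC+IL6. Of all probe sets, 34.7%, 34.2%, 34.3% and 32.9% lay above it on these arrays. A gene is called higher or lower where its brighter array was above the floor and the signals differed by 2-fold or more. Where the dimmer array was under its floor, the fold was taken against that floor and is given as at least that size, and no fold is given where both arrays were under the floor. A gene with several probe sets is represented by the brightest, and 34958 probe sets carry a single gene symbol. Where the probe sets of a gene are compared, only those above the floor in that comparison are counted. A log2 ratio of 1.0 is a 2-fold difference. With 1 array per condition no difference has a replicate check, no p-value is given, and the number of arrays limits the precision.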

As shown in Fig. 3D and 3E, comparing with NC+IL6 macrophages, HC+IL6 macrophages expressed low levels of M1 phenotype genes (IL12, IL6, IFNa1, IL1a and CXCL10) and high levels of the M2 phenotype genes (FCER2a, SCARA5, IL10, CCR2 and CXCR2). 

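Il10, a cytokine that restrains inflammation, was 4.04-fold higher in HC+IL6 than in NC+IL6 macrophages, with log2 signals of 9.20 and 7.19. Ccr2, the receptor for the chemokine Ccl2, was 2.92-fold higher, at 9.05 against 7.50. Cxcl10, an interferon-induced chemokine that attracts T cells, was 7.01-fold lower, at 8.23 against 11.04. Fcgr3, a low-affinity receptor for IgG drawn in Fig. 3D, was 2.16-fold higher. The other 3 M2 genes and the other 5 M1 genes were under the floor on both arrays. Among the M2 genes, Fcer2a, a low-affinity IgE receptor, had log2 signals of 4.39 in HC+IL6 and 4.13 in NC+IL6. Scara5, a scavenger receptor, had 6.19 and 5.63, and Cxcr2, a receptor for neutrophil-attracting chemokines, had 4.36 and 0.81. Among the M1 genes, the cytokine genes Il6, Il1a and Ifna1 had 0.62, 1.07 and 2.61 in HC+IL6 against 4.01, 4.62 and 5.02 in NC+IL6. Il12a and Il12b, which encode the subunits of IL12, had 3.87 and 5.08 against 3.96 and 4.39. Other probe sets of these genes, also under the floor, differed more, with 1.00 in HC+IL6 against 5.22 in NC+IL6 for Il12b, the opposite direction, 5.34 against 0.99 for Scara5 and 2.81 against 1.01 for Fcer2a. Averaged over its probe sets, Il12b had a log2 ratio of -1.77, Scara5 2.46 and Fcer2a 1.03. Of the 38 genes of Fig. 3D, 17 were above the floor, of which 3 were higher, 1 was lower and 13 differed by less than 2-fold. The 7 genes for chemokines and their receptors above the floor had a median log2 ratio of -0.10, at percentile 23.31 of 10000 random lists of genes with similar signal. Ccl3 and Ccl4, which attract monocytes, had log2 ratios of -0.10 and -0.23, and Ccl2 had 0.89. The cytokine Tnf had -0.59. The 8 genes for scavenger, Fc, Toll-like and other surface receptors had a median of -0.19, at percentile 15.61, among them Cd14, a co-receptor for bacterial lipopolysaccharide, at -0.10 and Tlr4, its signaling receptor, at 0.19. Fcgr1, a high-affinity IgG receptor, had -0.71, with its other probe set at 0.19. Msr1, a scavenger receptor, had 0.43, and of its 4 probe sets above the floor 2 had that sign. The study shows these genes from the same arrays, and how they were chosen is not stated. Their counts are therefore not taken as independent evidence of a direction. Of the 10 genes plotted in Fig. 3E, 3 met the rule of size in the direction shown there, and 7 did without a floor, a setting added after the data were seen.

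**Figure D1:**
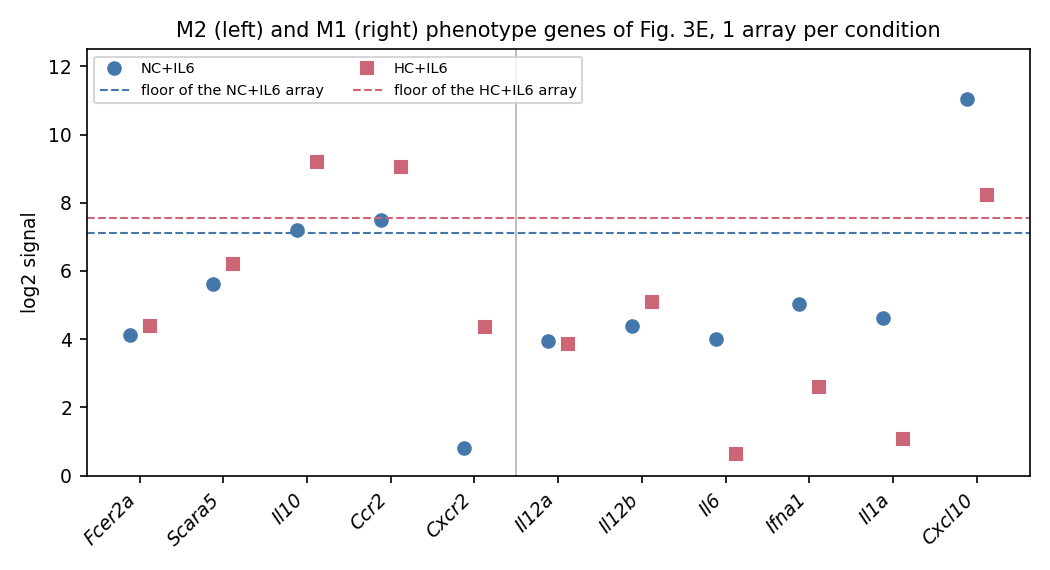
Log2 signal of the M2 and M1 genes of Fig. 3E in NC+IL6 (blue circles) and HC+IL6 (red squares) macrophages, 1 array each, with dashed lines at the background floors of 7.12 and 7.54. Il10 and Ccr2 lie above the floor and higher in HC+IL6, Cxcl10 lies above it and lower, and the other genes lie under it on both arrays.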

We subsequently extended our study into a primary macrophages model basing on the generation of BMDMs [33]. Once again, IL6-treated BMDMs (F4/80^+^) exposed to hypoxia expressed higher levels of CD209 compared with the ones exposed to normoxia (Fig. 3F). In summary, these data mentioned above clearly demonstrate that hypoxia selectively promotes the M2 polarization of macrophages triggered by IL6.

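Il4ra, the receptor chain shared by IL4 and IL13, was at least 2.51-fold higher in HC+IL6 than in NC+IL6 macrophages. Clec7a, a receptor for fungal glucans, was 1.98-fold higher, just under the 2-fold limit, while Clec10a, a lectin of alternatively activated macrophages, had a log2 ratio of 0.43 and Tgfb1 had 0.15. Among genes of classical activation, Cxcl2, a chemokine that attracts neutrophils, was 4.38-fold lower, and Ptgs2, the cyclooxygenase that makes prostaglandins, was 2.25-fold higher. On a wider list of M2 genes, 11 of 29 were above the floor, and 3 of them were higher (Il10, Ccr2 and Il4ra) and none was lower. Their median log2 ratio was 0.54, at percentile 98.98 of the random lists. On a wider list of M1 genes, 11 of 23 were above the floor, with 1 higher (Ptgs2) and 2 lower (Cxcl10 and Cxcl2). Their median was -0.36, at percentile 0.68. The study shows 7 of the 29 and 13 of the 23 genes for these arrays. Without those, the median was 0.49 over 8 M2 genes, at percentile 96.3, and -0.30 over 7 M1 genes, at percentile 4.1, both inside the middle 95% of random lists. In HC compared with NC, without IL6, the M2 list had a median of 0.72 at percentile 99.46, with 3 of 7 genes higher (Clec10a, Egr2 and Clec7a) and none lower. The M1 list had 0.17 at percentile 69.92, with 2 of 10 higher (Ptgs2 and Cxcl2). Without the genes that the study shows, these medians were 1.05 at percentile 100 for M2 and 0.23 at percentile 81.2 for M1. The M2 medians for HC and NC cover 11 genes before this removal and 8 after it. Some of these genes were under the floor in both HC and NC, where no fold is given. Transcripts of the surface markers CD209, CD206 and CD86 and of YM1 were under the floor on all 4 arrays. Cd209a had log2 signals of 6.48 in HC+IL6 and 4.06 in NC+IL6, and Mrc1, which encodes CD206, had 6.33 and 4.85. Of the other Cd209 genes, Cd209b and Cd209c were dimmer in HC+IL6, at 3.32 against 5.12 and 0.47 against 4.81. Cd209d and Cd209e were brighter, at 5.56 against 3.93 and 2.35 against 1.01. Chil3, which encodes YM1, had 0.23 and 1.14, and Cd86 had 5.06 and 6.79. Other probe sets went the opposite way for Cd209b, at 5.33 against 1.03, and for Cd86, at 2.57 against 1.01. Among all genes measured or used as markers elsewhere in the study, 6 were above the floor. They were Adgre1 (F4/80), at a log2 ratio of 0.37, Bnip3, Stat3, Mapk8, Mapk9 and Mapk14, and none is an M1 or M2 marker named above. Their median was 0.18, at percentile 88.48. That median was 0.67 when the probe sets of each gene were averaged. From the flow cytometry, the RT-PCR and the higher M2 and lower M1 genes of Fig. 3, the paper concludes that hypoxia shifts IL6-treated macrophages toward M2 and not toward M1.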

**Figure 3:**
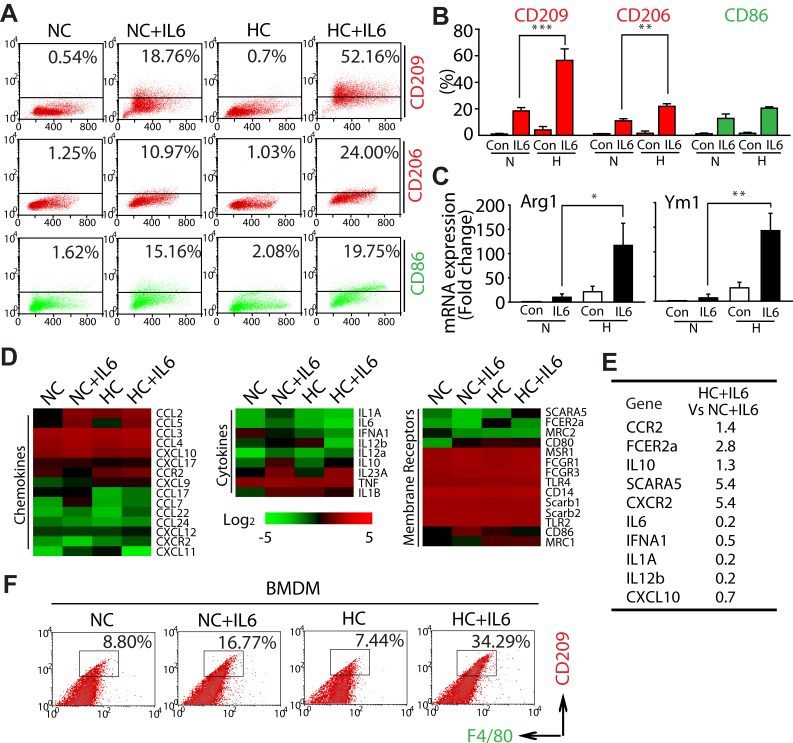
Hypoxia selectively promotes the M2 polarization of macrophages triggered by IL6 (A and B) RAW264.7 cells were exposed to normoxic or hypoxic conditions for 4 days in the presence of IL6 and then harvested for analysis of cell surface markers by ﬂow cytometry. (C) RT-PCR analysis was carried out using the Arg1, Ym1 or β-actin-speciic primers. (D) A gene microarray approach was used to compare the expression of membrane receptors, cytokines and chemokines in polarized macrophages. (E) Relative expression of M1 or M2 phenotype genes as determined by microarray analysis (HC+IL6 vs NC+IL6). (F) Flow cytometric analysis of the percentage of M2 BMDMs.

### Hypoxia-promoted M2 macrophages enhance the progression of LLC both in vitro and in vivo

On the basis of the findings that hypoxia could selectively promote M2 macrophage polarization triggered by IL6 (Fig. 3), we prompted to validate the biological function of hypoxia-promoted M2 macrophages on the promotion of LLC tumor both *in vitro* and *in vivo* as outlined schematically in Fig. 4A. HUVEC cells were seeded in a 96-well plate pre-coated with matrigel and formed capillary-like structures in the presence of different supernatant of macrophages. The network of tube-like structures in HC+IL6 group was more extensive than that in other three groups (Fig. 4B). We next examined whether hypoxia-promoted M2 macrophages had the ability to enhance LLC cells migration. To address this question, transwell assay and wound-healing assay were performed. After 24h of culture in CM, the migration of LLC cells in HC+IL6 group was highest among the four groups (Fig. 4C, D).

To determine whether hypoxia-promoted M2 macrophages stimulate the progression of LLC *in vivo*, we injected LLC cells mixed with macrophages into the armpit of C57BL/6 mice. As shown in Fig. 4E, the metastasis rate of LLC transplantation tumors increased from 28.6% to 100% after co-injecting with hypoxia-promoted M2 macrophages. Additionally, Co-inoculation of hypoxia-promoted M2 macrophages increased the proportion of CD31-positive cells, implying more angiogenesis were formed in HC+IL6 group (Fig. 4H). Once again, these results, in line with our *in vitro* results, demonstrate that hypoxia-promoted M2 macrophages could enhance the progression of LLC both *in vitro* and *in vivo*, and further support our hypothesis that hypoxia-promoted M2 macrophages play a critical role in hypoxia-triggered NSCLC tumorgenesis.

**Figure 4:**
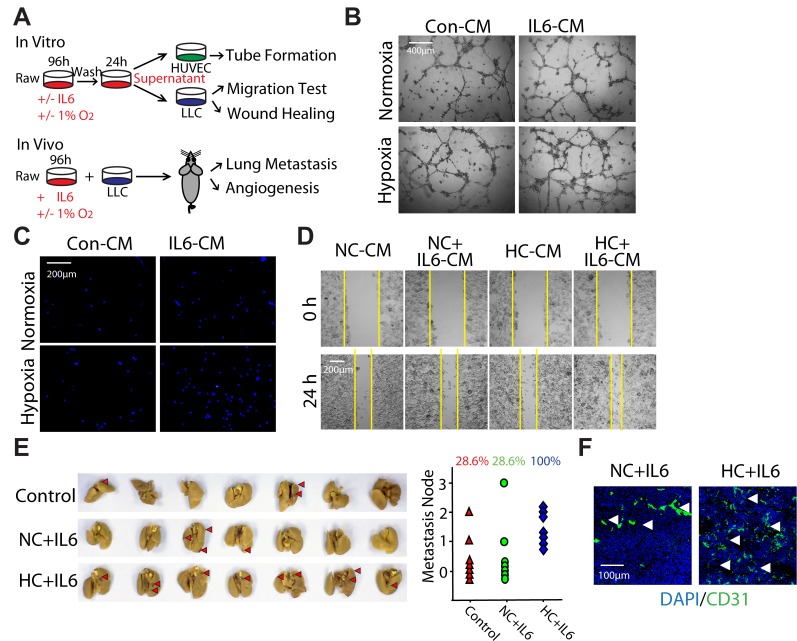
Hypoxia-promoted M2 macrophages enhance the progression of LLC both in vitro and in vivo (A) Schematic representation of experimental approach used throughout the study. (B) HUVEC cells were formed capillary-like structures in the presence of indicated macrophage-CMs. (C) LLC cells were incubated with indicated macrophage-CMs using a 24-well transwell chamber, and the invasive cells were stained with DAPI. (D) A wound-healing assay was used to examine the effect of activated macrophages on LLC cells migration. (E) LLC cells mixed with different activated macrophages were injected subcutaneouly into the armpit of C57BL/6 mice. Mice were assigned to 3 groups: control group, NC+IL6 group and HC+IL6 group. (n=7 per group). Photographs of lung metastasis and quantitative analysis of lung metastasis nodules (rate). (F) Representative photomicrographs showing immunofluorescence staining for CD31 in tumor sections

### MAPKs might be involved in the selectively promotion of M2 Macrophage polarization under hypoxic conditions

Next, we used microarray analysis to gain speciﬁc insight into the mechanism of M2 macrophage polarization during hypoxia. Genes whose expression differed from ≥2 fold in NC macrophages vs HC macrophages were identiﬁed, with 3,175 genes up-regulated and 2, 602 genes down-regulated. Similarly, we performed to compare gene expression proﬁles of NC+IL6 macrophages and HC+IL6 macrophages, among 45,100 total genes, 5,358 genes were determined to be altered (2-fold difference, up: 3,174 genes, down: 2,184 genes). 

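Targets of the hypoxia-inducible factors (HIF) were higher in HC than in NC macrophages. Of the 30 that were above the floor, 13 were higher and none was lower. They include Ankrd37 (4.94-fold), Vegfa, which encodes an angiogenic growth factor (2.74-fold), Bnip3, which encodes a mitophagy receptor (3.04-fold), and Adm, which encodes the vasodilator adrenomedullin (at least 3.42-fold). Genes of cholesterol synthesis were lower, 16 of 19, among them Lss and Fdft1, enzymes of the pathway (4.06-fold and 2.95-fold), and Insig1, a sterol-sensing regulator (2.38-fold). Genes induced by interferon were lower as well, 5 of 17, with Usp18, a protease that removes the ubiquitin-like protein Isg15, 4.85-fold lower and Oas1a, a sensor of viral RNA, 3.14-fold lower. The highest fold belonged to Selenbp1, a selenium-binding protein, at 11.5-fold, followed by Hacd4, an enzyme of fatty acid elongation, at 6.53-fold. Scd1, the desaturase that makes monounsaturated fatty acids, was 4.80-fold lower, and Fkbp11, a chaperone of the secretory pathway, was 4.14-fold lower. Among genes of the stress response to unfolded proteins and amino acid shortage, 4 of 23 were lower and none was higher. Atf4, its main transcription factor, was 2.14-fold lower, and Chac1, one of its targets, was at least 2.62-fold lower. Of 17 glycolytic genes, Pfkfb3, which makes the activator of phosphofructokinase, was 3.75-fold higher and Aldoc, an aldolase, was 2.31-fold higher. None of 35 genes of oxidative phosphorylation and none of 33 cell cycle genes differed by 2-fold. The median log2 ratio was 1.15 for HIF targets, 0.35 for glycolysis, -1.25 for cholesterol synthesis, -0.96 for interferon-induced genes, -0.55 for the stress genes, -0.22 for oxidative phosphorylation and -0.32 for the cell cycle. Among the random lists, these lie at percentiles 100, 99.98, 0, 0, 0, 2.72 and 0.03. After cyclic loess the median for oxidative phosphorylation was -0.13. The ratio of 3' to 5' signal of beta-actin, a measure of RNA integrity, was 1.73 in HC and 1.62 in HC+IL6, against 1.54 in NC and 1.41 in NC+IL6. Over all 45101 probe sets, 8871 were 2-fold higher and 6026 were 2-fold lower in HC, and 91.9% of these were under the floor on both arrays. Of the 16428 probe sets above the floor, 633 were higher and 163 lower, which in genes is 298 and 91 of 8771. The share of higher calls depended on the scaling. It was 59.5% of all calls and 50.4% after quantile normalization, and above the floor 79.5% and, with 396 higher and 249 lower, 61.4%. When the log2 signals themselves were divided, a scale tried after the data were seen, 3175 probe sets were at 2 or more and 2602 at the inverse or less.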

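With IL6 present, genes induced by interferon were lower in HC+IL6 than in NC+IL6 macrophages. Of the 26 above the floor, 19 were lower, and all 26 had a negative log2 ratio, with a median of -1.61 at percentile 0 of the random lists. Usp18 was 9.23-fold lower, Zbp1, a sensor of Z-form nucleic acids, was 5.70-fold lower and Cmpk2, a mitochondrial nucleotide kinase, was at least 5.44-fold lower. Ifi44l, an interferon-induced gene outside that list, was 10.4-fold lower, and H2-T24, a nonclassical histocompatibility gene, was 6.79-fold lower. HIF targets were higher, 9 of 32, and none was lower, with Adm at 3.30-fold, Ndrg1, a stress-responsive gene, at 2.33-fold and Egln1, the oxygen sensor that hydroxylates HIF, at 2.11-fold. They were also higher with IL6, 13 of 29 in NC+IL6 compared with NC (median 0.82) and 7 of 32 in HC+IL6 compared with HC (median 0.41). Selenbp1 was 7.51-fold higher, Mgarp, a hypoxia-induced mitochondrial protein, was 4.18-fold higher, and Cytip, a regulator of integrin adhesion, was 4.44-fold higher. Wfdc17, a small secreted protein of activated macrophages, was 4.45-fold higher. Rtel1, a DNA helicase, was 4.72-fold higher, but its other probe set above the floor had a log2 ratio of -0.74. Of 23 genes of unfolded-protein and amino acid stress, 5 were lower and none was higher, among them Chac1 (6.58-fold), Trib3, a pseudokinase (4.48-fold), and Ddit3, a transcription factor of the same response (2.58-fold). Slc7a5, a transporter of large amino acids, was 4.41-fold lower. Of 19 genes of cholesterol synthesis, Lss alone was lower, 2.32-fold, and 1 of its 3 probe sets above the floor had the opposite sign. Of 17 glycolytic genes 3 were higher, including Eno2, an enolase, at 3.26-fold. The median log2 ratio was 0.50 for HIF targets, 0.30 for glycolysis, -0.63 for the stress genes, -0.55 for cholesterol synthesis, -0.10 for oxidative phosphorylation and -0.18 for the cell cycle. These lie at percentiles 100, 99.96, 0, 0, 8.88 and 2.86. The median for cholesterol synthesis was -0.11 and that for the cell cycle -0.07 when the probe sets of each gene were averaged, and that for oxidative phosphorylation was 0.00 after cyclic loess. Over all probe sets, 9053 were 2-fold higher and 5418 were 2-fold lower, with 92.4% of them under the floor on both arrays. Of the 15979 above the floor, 555 were higher and 191 lower, which in genes is 223 and 110 of 8729. Higher calls made up 62.6% of all calls and 51.1% after quantile normalization, and above the floor 74.4% and, with 376 higher and 243 lower, 60.7%. Divided log2 signals gave 3175 and 2185 probe sets.

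**Figure D2:**
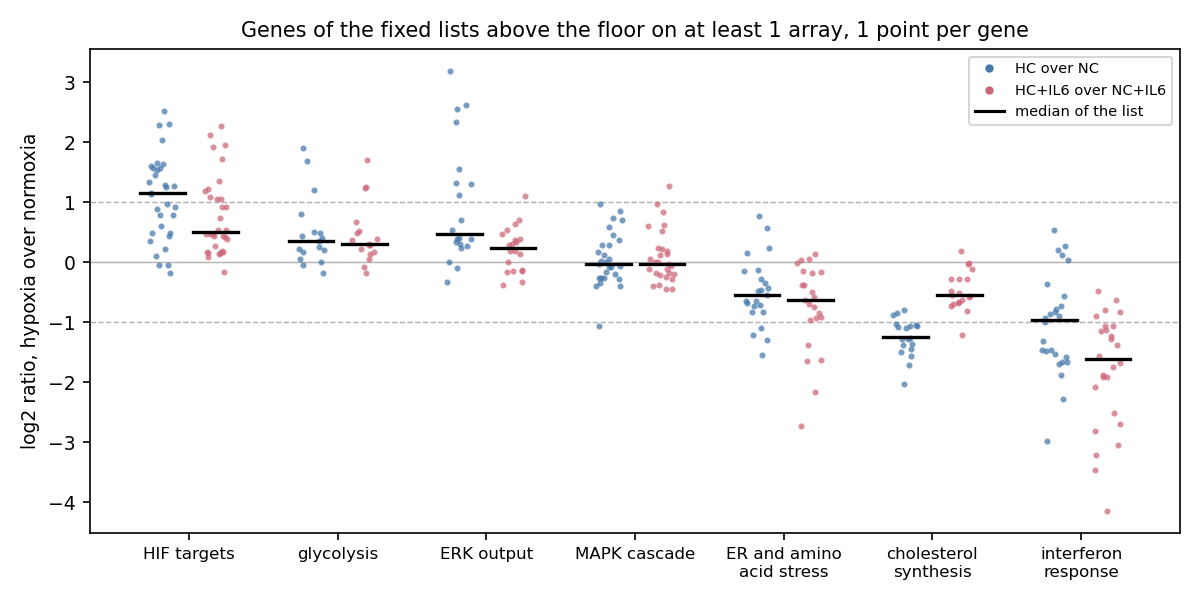
Log2 ratio of each gene above the floor in 7 gene lists, HC over NC in blue and HC+IL6 over NC+IL6 in red, with black bars at the medians. The medians lie above 0 for HIF targets (1.15 and 0.50). They lie below 0 for genes of the interferon response (-0.96 and -1.61), cholesterol synthesis (-1.25 and -0.55) and stress (-0.55 and -0.63).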

Following overlay analysis, about 900 genes were found and then clustered (Fig. 5A). Of these, a cluster highlighted by GO analysis was associated with signal pathway (136 genes) (Fig. 5B). 

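Above the floor, 100 genes were higher and 30 were lower in both hypoxia comparisons. HIF targets made up 7 of the 100 (Egln1, Adm, Ndrg1, Ankrd37, Ero1a, Fam162a and Gbe1), and the glycolytic genes Aldoc and Pfkfb3 were among them too. Interferon-induced genes made up 5 of the 30 (Irf7, Oas1a, Usp18, Xaf1 and Rtp4), and genes of amino acid stress 3 (Atf4, Chac1 and Cth). Cd74, the invariant chain of MHC class II, was 3.17-fold higher without IL6 and 3.66-fold higher with it. Other genes with the highest mean ratio were Cast, which encodes the calpain inhibitor calpastatin (4.40-fold and 3.88-fold), Basp1, a membrane-bound signaling protein (4.92-fold and 2.79-fold), Prelid2 (4.81-fold and 2.87-fold), and Zbtb4, a transcriptional repressor (3.75-fold and 2.98-fold). Among the lowest were Slc7a5, which was 2.84-fold lower without IL6, and Rtp4, an interferon-induced chaperone, which was 3.68-fold and 2.94-fold lower. Only Cxcl2 passed 2-fold in opposite directions, at least 4.64-fold higher in HC than in NC and lower with IL6. In probe sets above the floor, 222 were higher and 54 lower in both, where independent lists of the same sizes would share 19.9 and 1.9. After quantile normalization followed by the floor, a setting added after the data were seen, these counts were 144 and 66. In that setting 2 went in opposite directions. With the floor alone only 1 did, where 12.2 would by chance. The 2 comparisons share no array, and their log2 ratios correlated at r = 0.68 across these probe sets, which are not independent replicates. Over all probe sets, 2905 were higher and 1383 lower in both, against 1780.7 and 723.9 for independent lists (2003 and 1915 after quantile normalization), and 3333 went in opposite directions, against 2275.3. Across the 28065 probe sets under the floor on all 4 arrays r was 0.02, and across all probe sets it was 0.06. From divided log2 signals, 559 probe sets were up and 337 down in both, 896 in all, and 815 went in opposite directions. Of the 896, only 1 was above the floor on any array, their median highest log2 signal was 4.79, and none passed 2-fold in both comparisons once signals were raised to the floor.

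**Figure D3:**
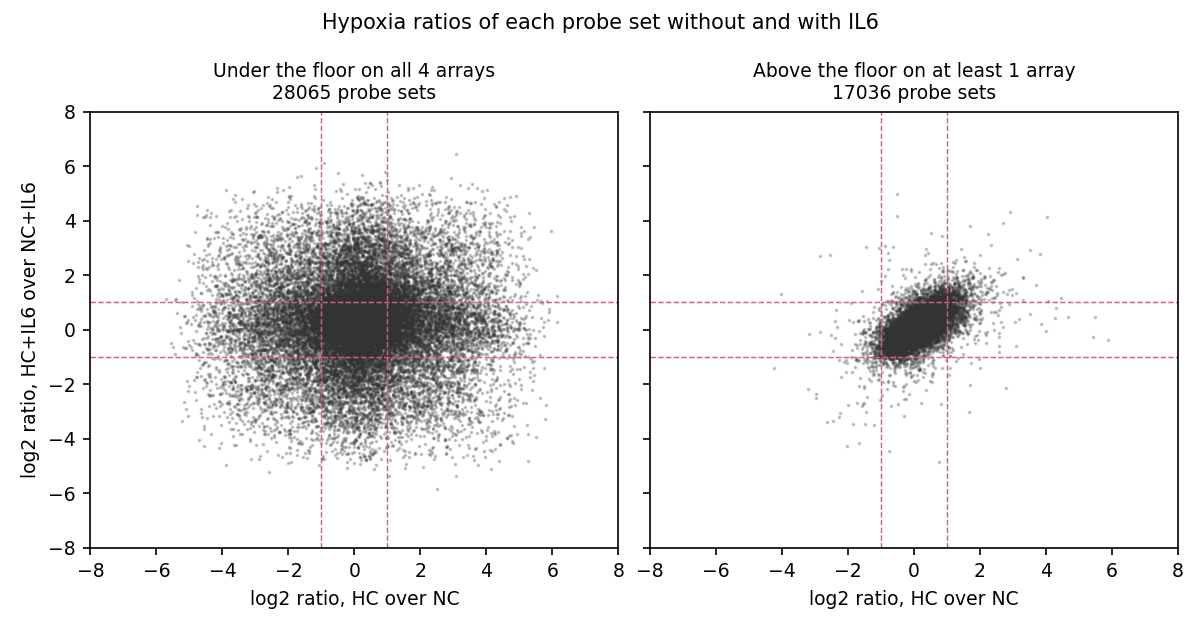
Log2 ratio of HC over NC against HC+IL6 over NC+IL6 for probe sets under the floor on all 4 arrays (28065) and above it on at least 1 array (17036), with dashed lines at 2-fold. The first set forms a round cloud (r = 0.02), and the second lies along the diagonal (r = 0.59).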

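The study picked 11 genes of mitogen-activated protein kinase (MAPK) signaling from these arrays, and 10 of them have a named probe set. Of the 10, Spred1, an inhibitor of Ras and ERK signaling, and Map2k5, the kinase that activates ERK5, were above the floor. Spred1 had log2 signals of 12.53 in NC, 12.81 in HC, 12.62 in NC+IL6 and 12.76 in HC+IL6, which are log2 ratios for hypoxia of 0.27 without and 0.14 with IL6. Map2k5 had log2 ratios of -0.04 and 0.19, and 1 of its 3 probe sets above the floor had the opposite sign in each comparison. The other 8 genes were under the floor on all 4 arrays, so that no fold is given for them. Fgf14, an intracellular fibroblast growth factor homolog, had log2 signals of 0.69 in NC, 4.31 in HC, 2.77 in NC+IL6 and 4.17 in HC+IL6. Il3, a growth factor of blood cell precursors, had 1.86, 4.05, 1.71 and 3.63 on the same arrays. Tgfb3, a transforming growth factor, had 0.72, 2.01, 1.22 and 3.68, and Klb, a co-receptor for fibroblast growth factors, had 4.78, 5.33, 1.52 and 3.66. Lpar3, a receptor for lysophosphatidic acid, had 0.92, 0.27, 3.74 and 1.5. Wnt5a, a ligand of noncanonical Wnt signaling, had 4.32, 5.04, 3.65 and 1.11, and Kl, the klotho co-receptor, had 4.30, 4.88, 5.83 and 4.57. Nrk, a protein kinase, had 4.57, 4.00, 4.63 and 4.67.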

More interestingly, in this cluster, a relevant percentage of these genes was correlated with mitogen-activated protein kinase (MAPK) signaling (Fig. 5C). The MAPK family consists of three parallel signal transduction modules converging on the serine/threonine kinases JNK, p38, and ERK [34]. Since JNK, p38, and ERK can only exert their activity after phosphorylation, we next monitored the expression level and phosphorylation status of these kinases. Consistent with microarray data, IL6 stimulation resulted in increased phosphorylation of ERK and JNK as well as P38, and the effects were amplified in the presence of hypoxia (Fig. 5D). Therefore, these results suggest that MAPKs might be involved in the selectively promotion of M2 macrophage polarization under hypoxic conditions.

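Transcripts that ERK activity induces were higher in HC than in NC macrophages. Of the 18 above the floor, 6 were higher and none was lower. Egr1, Egr2 and Egr3, transcription factors of the early growth response, were 6.17-fold, at least 4.81-fold and 5.03-fold higher. Dusp6, the phosphatase that inactivates ERK, was 2.92-fold higher, Ier3, an immediate early gene, 2.51-fold higher, and Dusp1, a phosphatase of p38 and JNK, 2.18-fold higher. With IL6 present, Dusp6 was 2.15-fold higher in hypoxia and no other of 20 such genes was higher or lower. The median log2 ratio for hypoxia was 0.47 without IL6, at percentile 99.96 of the random lists, and 0.24 with IL6, at percentile 98.13. With IL6 the early-response genes had 0.30, at percentile 97.2, and the others 0.07, at percentile 62.4. For IL6 it was 0.46 in normoxia, where 5 of 20 genes were higher, and 0.17 in hypoxia, where 3 were higher and 1, Egr3, was 3.81-fold lower. In normoxia IL6 went with 4.15-fold higher Egr1 and 3.06-fold higher Dusp6. Dusp6 had log2 signals of 9.13 in NC, 10.74 in NC+IL6, 10.68 in HC and 11.85 in HC+IL6. Transcripts of the kinases themselves differed less. Of 27 genes of the MAPK cascade above the floor without IL6, none passed 2-fold, and of 28 with IL6, Map3k2, a kinase at the top of the JNK and ERK5 cascades, was 2.41-fold higher. Their median log2 ratio was -0.02 in both comparisons, at percentiles 26.65 and 40.53, and 0.10 without IL6 when the probe sets of each gene were averaged. Mapk14, which encodes p38 alpha, had log2 ratios of 0.00 and -0.20, Mapk8, which encodes JNK1, -0.26 and -0.12, and Map2k1, which encodes MEK1, 0.12 and 0.01. For Mapk14 without IL6 and for Mapk8, probe sets of the gene differed in sign. A dimmer Mapk14 probe set above the floor was 2.48-fold higher in HC than in NC. The study itself picked 1 member of each of these lists, Spred1 and Map2k5. Arrays measure transcripts, not the phosphorylation that activates these kinases. The blots of Fig. 5D also come from cells treated for a shorter time than the 4 days of the arrays. The paper draws on the MAPK genes in the overlay and the phosphorylation of ERK, JNK and p38 in Fig. 5D. From these it proposes that MAPKs might take part in the M2 polarization seen under hypoxia.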

**Figure 5:**
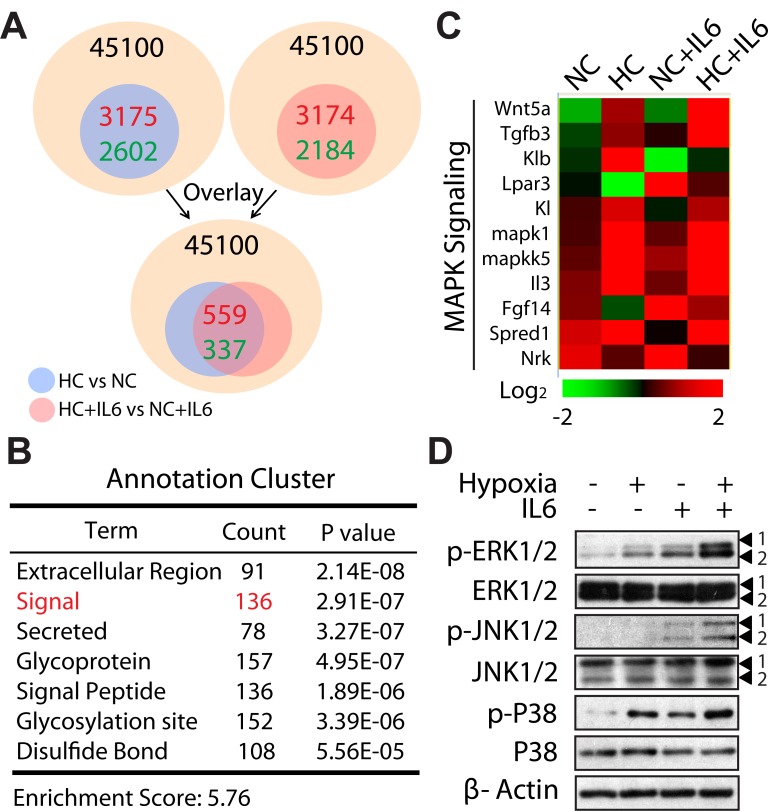
MAPK cascade is operative in M2 macrophage polarization under hypoxic conditions (A) Schematic representation of comparing gene expression proﬁles in polarized macrophages (2-fold difference, HC vs NC; HC+IL6 vs NC+IL6) and overlay analysis. (B) Hierarchical clustering of the above-mention genes. (C) Heat map of genes correlated with MAPK signaling. (D) RAW267.4 cells were treated for 24 h in normoxia or hypoxia in the presence or absence of IL6. Proteins were detected by western-blot analysis.

### Hypoxia promotes M2 macrophages polarization and tumorigenesis by activating ERK signaling

In an attempt to explore which pathway of MAPKs is involved in the progression of M2 macrophage polarization, we utilized the selective inhibitors: PD98059 (PD), SP600125 and SB203580 (well-known MEK, JNK, and p38 inhibitors, respectively). As shown in Fig. 6A and Fig. S4A, only PD treatment significantly attenuated hypoxia and IL6-induced CD209 expression, while SP600125 and SB203580 did not have inhibitory effects, even though the concentration we chose was sufficient to inhibit the activation of each pathway induced by hypoxia (Fig. 6B and Fig. S4B). In order to directly address the contribution of ERK pathway to the M2 macrophage polarization during hypoxia, we knocked down ERK1/2 expression using specific siRNAs (Fig. 6D). As expected, ERK1/2-targeting siRNA significantly decreased the number of CD209^+^ macrophages induced by hypoxia (Fig. 6C). Moreover, the similar results were also achieved in the BMDMs polarization model after treating with PD (Fig. 6E). On the other hand, immunofluorescence derived from LLC tumor tissue showed CD209 colocalized with p-ERK1/2, and the infiltration of CD209^+^ macrophages was increased as well as the expression of p-ERK1/2 in hypoxia-acclimated animals (Fig. 6F). Take together, all of these findings indicate that ERK signaling plays a key role in hypoxia-induced M2 macrophage polarization.

Of note, comparing with cancer cells, the activation of ERK1/2 was predominately observed in CD209^+^ macrophages (Fig. 6F). Since evidence raises the interesting possibility of targeting macrophage polarization as an innovative therapeutic strategy [30, 35], these findings further propose the possibility that reeducation macrophages could be achieved through the modulation of ERK signaling. Subsequently, we studied the effect of PD on HC+IL6 macrophages-induced tumor malignant transformation. Given that the concentration of compound used for macrophages-targeted therapy should not induce cancer cell death directly, parallel studies of cell viability were first performed (Fig. S5A). After treating LLC cells with PD, no significant alteration of cell viability was observed relative to the untreated control group. Next, in order to address whether the angiogenesis-promoting effect of HC+IL6 macrophages can be abolished by blocking ERK activation with PD, a matrigel tube formation assay was performed. As shown in Fig. 6G, PD impaired the tube formation caused by HC+IL6 macrophages. In addition, the transwell assay and wound-healing assay were also performed. As expected, the migration-promoting effect of HC+IL6 macrophages on LLC cells was blocked by PD (Fig. 6H, I), but the migration capability was unaffected when PD directly exposed to LLC (Fig. S5B). Collectively, these data suggest targeting ERK signaling is a powerful way to modulate the macrophage phenotype, and could be served as a promising lung cancer therapeutic strategy.

**Figure 6:**
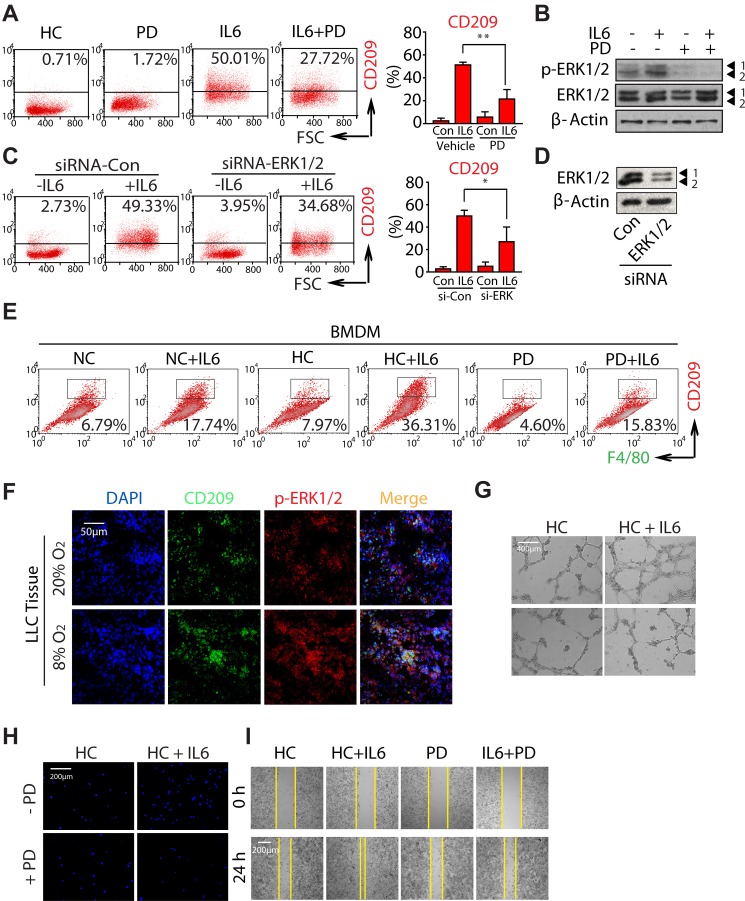
Hypoxia promotes M2 macrophages polarization and tumorigenesis by activating ERK signaling RAW264.7 cells were incubated with 20μM PD in the presence or absence of IL6 under hypoxic conditions. (A) Flow cytometric analysis was performed to analyze the percentage of CD209^+^ cells. (B) Proteins were detected by western-blot analysis. (C) RAW264.7 cells were transfected with siRNAs specifically targeting ERK1/2 or control siRNAs, as described in the *Materials and Methods*. (C) Flow cytometric analysis of the percentage of CD209^+^ cells. (D) Proteins were detected by western-blot analysis using specific antibodies. (E) BMDMs were exposed to PD in the presence or absence of IL6. Flow cytometric analysis was used to analyze the percentages of F4/80^+^CD209^+^ cells. (F) Colocalization of p-ERK and CD209 was visualized by immunoﬂuorescence staining (G) PD inhibits HUVEC cells tube formation. (H and I) PD inhibits LLC cells migration.

## DISCUSSION

Recent evidence has shown that hypoxia is relevant in macrophage activation and function [17]. For example, macrophages migrate to and aggregate in hypoxic areas because hypoxic tumors secrete higher amounts of chemotactic factors [11]. However, the potential of hypoxia to alter macrophage phenotype and function has been rarely studied. By using an *in vitro* hypoxia model, we provided the evidence that hypoxia could selectively promote M2 macrophage polarization triggered by IL6 (Fig. 3). Importantly, these hypoxia and IL6-induced M2 macrophages were more effective at promoting LLC tumor metastasis (Fig. 4), suggesting the tumor-promoting effect of macrophages was also enhanced during the tumor hypoxia. Given that our data also demonstrate hypoxia enhances LLC metastasis accompanied with the increase of M2 macrophages *in vivo* (Fig. 2), these results might further describe an alternative way of hypoxia to aggravate tumor metastasis via skewing macrophage polarization into an M2 phenotype rather than its direct effects on the inherent adhesive and invasive ability of tumor cells.

Colonization of tumor cells injected through subcutaneous (spontaneous) or intravenous is widely used as a model for detecting metastasis. However, comparing to intravenous injection model, spontaneous metastasis model involves a more comprehensive process that primary transplanted tumor is allowed to grow and spread from its primary site to other parts of the body [36]. Because of the development of hypoxia and the infiltration of macrophages in the primary tumor, spontaneous metastasis model is a more reasonable assay to explore the role of hypoxia-driven M2 macrophages in tumor metastasis. In our case, results revealed that LLC cells exhibited a weak spontaneous metastatic ability (about 20%-30%). However, the metastasis rate was strongly enhanced after hypoxia treatment (about 60%) or co-inoculation with HC+IL6 macrophages (almost 100%). Therefore, though only several metastatic nodes were observed, the incidences of lung metastasis fully proved that hypoxia-driven M2 macrophages play a crucial role in the promotion of metastasis.

Understanding the mechanism of M2 macrophage polarization during tumor hypoxia is important. Studies have revealed that HIF-1α leads to an M1-like macrophage polarization, whereas HIF-2α skews macrophage toward a M2 phenotype [37-39]. TAMs normally appear to exhibit a mixed M1/M2 polarized phenotype related to the contradictory contribution of HIF factors [40]. In this context, attempts were therefore undertaken to determine whether HIF activity was responsible for the shift between polarization states in our study. RAW264.7 cells were pretreated with acriflavine (ACF, a HIF dimerization inhibitor) [41] before the addition of IL-6 and the induction of hypoxic challenge to block HIF transcriptional activity. As expected, we detected decreased expression of BNIP3 (a classic HIF-1 target gene), indicating that ACF was active in these cells (FigS6A). As shown in FigS6B, mono-treatment with IL6 induced 52.16% CD209^+^ cells, and the combination of IL6 and ACF led to 62.07% CD209^+^ cells. Notably, mono-treatment with ACF resulted in 13.30% CD209^+^ cells, suggesting the effect of co-treatment was the addition of all individual effect. Such ﬁndings indicates that HIF activity did not participate in the M2 macrphage polarization in response to IL-6 plus hypoxia.

IL-6 has been implicated as an important activator of oncogenic transcription factor STAT3 [42]. STAT3 activation is revealed to contribute to the M2 polarization of Mɸs [43]. Indeed, our current study (FigS6C) similarly indicates that STAT3 signaling pathway was highly activated in the presence of IL-6. However, phospho-STAT3 induced by IL-6 was unaffected after hypoxia treatment. One can conclude that STAT3 activation is not a critical event for maintaining the malignant M2 phenotype of HC+IL6 macrophages.

IL-6 does not only lead to the activation of the STAT signalling, but also to the induction of the MAPK cascade [44]. Data from microarray assay and western blot analysis suggest that MAPK cascade is operative in our experimental model (Fig. 5). On the basis of specific inhibitors and siRNA results (Fig. 6), we proposed that hypoxia could augment IL6-induced ERK signaling and thus lead to an M2 macrophage polarization. Here, the important influence of ERK signaling pathway on macrophage phenotype shift and functional response is established, but several key questions involving mechanisms responsible for these phenomena need yet to be answered. These include how hypoxia amplifys ERK activation and what transcription factor(s) is controlled by ERK cascade which accounts for macrophage polarization. In this regard, further studies will be undertaken to clarify these considerations.”

While all three MAPKs, ERK, JNK and p38, are activated under hypoxia conditions, only the inhibition of ERK activation can block hypoxia-induced M2 macrophage polarization (Fig. 6). The finding that co-localization of CD209 and p-ERK1/2 in LLC tumor tissue demonstrated that ERK of CD209^+^ macrophages was relatively active comparing to tumor cells (Fig. 6F). More importantly, we observed that PD has negligible effect on the proliferation and migration of LLC cells *in vitro* (Fig. S5), suggesting that PD could be used to suppress tumor metastasis by targeting TAMs but not by directly affecting tumor cells. Of note, several small-molecular inhibitors of ERK have been developed and are currently being tested in clinical trials [45]. Thus, the present results not only underscore the important influence of ERK signaling pathway on macrophage phenotype shift, but also provide further support for ERK-blockage strategies for reeducation of macrophage polarization and efficiently suppressing tumorigenesis.

IL6 is a well-known pleiotropic, pro-inflammatory cytokine which plays a role in immune response, cell differentiation and growth [46-47]. Previous studies have reported that IL6 is over-expressed in TME and acts to generate M2 macrophages [48-49]. Consistently, we observed that IL6 accumulated in F4/80^+^ macrophages areas of LLC tumor (Fig. S2B) and induced CD209 (CD206) expression in NC+IL6 macrophages (Fig. 3A). Interestingly, we also found that NC+IL6 macrophages expressed high levels of CD86 and exhibited no obvious tumor-promoting M2 phenotype function (Fig. 4). However, when exposed to hypoxia, IL6 shaped more macrophages differentiation into M2-like cells and functioned in promoting tumor angiogenesis and metastasis. Our works support the hypothesis that TAMs are predisposed to have M2 function due to tumor released factors and the development of hypoxia [50]. Importantly, besides IL6, the similar results were also observed in macrophages treated with IL4 or IL13 (Fig. S3), implying hypoxia is critical for the switch that maintains the promalignancy phenotype (M2) of macrophages. Therefore, although anti-interleukin therapies exhibit the anticancer activity, targeting the hypoxia-driven macrophage education might be a more rational strategy for cancer treatment.

In summary, we identify tumor hypoxia selectively promotes M2 macrophage polarization through the activation of ERK, and in turn enhances the NSCLC metastasis. These observations highlight a novel tumor hypoxia concept involving the phenotype shift of macrophages and open new insights into improving the efficiency of lung cancer treatment by TAMs’ reeducation.

## MATERIALS AND METHODS

### Materials

Recombinant IL6 was purchased from R&D Technology. PD98059 was from Sigma-Aldrich. Recombinant IL4 and IL13 were purchased from Peprotech. SP600125 and SB203580 were obtained from Selleck Chemicals. The following primary antibodies to p-ERK (Thr202/Tyr204), ERK, p-JNK (Thr183/Tyr185), JNK, p-p38 (Thr180/Tyr182), p38 were from Cell Signaling.

### Cell lines and cell culture

RAW264.7 cells and LLC cells were obtained from the Cell Bank of the China Science Academy (Shanghai, China), and maintained in DMEM containing 10% FBS. Moderately hypoxic conditions (1% O_2_) were achieved by putting cells in a hypoxia incubator filled with a mixture of 1% O_2_, 5% CO_2_ and 94 % N_2_.

### Preparation of bone marrow-derived macrophages (BMDMs)

Bone marrow isolation was performed as described previously [51]. The bone marrow cells differentiated into BMDMs with M-CSF (Cell Signaling). After a three days incubation, BMDMs were rinsed with DMEM to remove nonadherent cells and then cultured with 25 ng/ml IL6 for additional 5 days.

### Conditioned medium (CM) preparation

Macrophage polarization was obtained by culturing cells with 25 ng/ml IL6 under normoxia or hypoxia for 4 days. Where indicated, chemical inhibitors were added during macrophage polarization. Different polarized macrophages were incubated in serum free medium for 24 h, after which culture supernatants were collected as CM. CM derived from LLC were obtained and used as described previously [52]. CM was centrifuged at 2000 rpm to separate out the debris and stored at -80□. For stimulation with LLC-CM, RAW264.7 cells were supplemented with LLC-CM to a ﬁnal concentration of 50% (vol/vol). In neutralization experiments, LLC-CM was incubated with or without anti-IL6 antibody for 1h before adding to the RAW264.7 cells.

### Biopsy specimen

This study was conducted with a total of 55 paraffin-embedded human lung adenocarcinoma specimens that were histo-pathologically diagnosed at Zhejiang Provincial People’s Hospital and Hangzhou First People’s Hospital from 2010 to 2012.

### Flow cytometry

Samples were incubated with PE-CD86, FITC-CD206 (Biolegend), PE-conjugated CD209 or F4/80 antibody (eBioscience) according to the manufacturers’ instructions. Fluorescent conjugated with Alexa Fluor 488 (Invitrogen) was used as a secondary antibody. For each sample at least 1×10^4^ cells should be analyzed.

### Reverse transcription-PCR

The quantitative real-time RT-PCR analysis was performed by TAKARA SYBR Premix EXTaqTM. The reaction mixtures containing SYBR Green were composed following the manufacturer’s protocol. The sequences of the primers used for the quantitative RT-PCR were as follows: ARG1: 5′-CACTCCCCTGACAACCAGCT-3′ and 5′-AGGACACAGGTTGCCCATG-3′; YM1, 5′-TCTCTACTCCTCAGAACCGTCAGA-3′ and 5′-GATGTTTGTCCTTAGGAGGGCTTC-3′; ACTIN, 5′-GGTCATCACTATTGGCAACG-3′ and 5′-ACGGATGTCAACGTCACACT-3′.

### Cell transfection

The siRNA sequence was duplexes produced by Genepharma, Co. (Shanghai, China). The sequences of siRNAs used were as follows: ERK1: AATGTTATAGGCATCCGAGAC; ERK2: AAAGTTCGAGTTGCTATCAAG. The transfection was performed using jetPRIME (Polyplus Transfection) according to the manufacturer’s recommendations.

### Migration assay

LLC cells Migration assay was performed in a transwell Boyden Chamber. Cell suspension (2×10^5^ cells/ml) was placed in the upper chamber. The lower compartment contained 0.6 ml of CM. After 24-hour incubation at 37 °C, cells were fixed with 70% EtOH and then stained with DAPI. The stained cells were subsequently photographed.

### Wound healing assay

Seed LLC cells in 24-well plates and culture until 70-80% confluent. Using a pipette tip make a straight scratch, formation an artificial wound. Treatment with CM, the migration of cells across this artificial wound was assessed.

### Tube Formation assay

HUVEC cells (2×10^4^ cells/well) were seeded into a 96-well plate that had been pre-coated with 50 μl Matrigel (BD Transduction Laboratories, San Jose, USA) and cultured with CM. Formation of tube-like structures was monitored by microscopic observation.

### Immunofluorescence

Tumor hypoxia was studied by intraperitoneal injection of 60 mg/kg pimonidazole (PIMO) hydrochloride (Hypoxyprobe™-1 Kit, Chemicon) 1 h before tumor harvest. Cryostat sections were ﬁxed and permeated. PIMO, F4/80, CD209 and CD31 (Abcam, Cambridge) antibodies were used, followed by Alexa Fluor 488 or 594. Nuclei were visualized by staining DAPI.

### Immunohistochemical (DAB)

Paraffin-embedded tissue sections were dewaxed, rehydrated, and subjected to microwave with PH 9.0 Tris-EDTA buffer for CD209 staining. Then Histostain-Plus Kit was used by following the manufacturer’s instructions.

### cDNA Microarray

The RNA samples of were hybridized using Affymetrix Mouse Genome 430A 2.0 Oligonucleotide Microarrays in the Shanghai Biotechnology Corporation (Shanghai, China). After scanning, hybridization signals were collected for further analysis. The entire microarray dataset is available at Gene Expression Omnibus database under accession no. GSE50073.

### LLC spontaneous metastasis model

C57BL/6 female mice (National Rodent Laboratory Animal Resource, Shanghai, China), 4–5 weeks of age, were used for all experiments. All animal experiments were carried out in accordance with the Institutional Animal Use and Care Committee.

Co-inoculated tumor model: LLC cells (1×10^6^) mixed with or without conditioned macrophages (1:3) were implanted subcutaneouly into the armpit of mice for 4 weeks as described previously [53]. Mice were randomly chosen and assigned to 3 groups (7 animals per condition) based on the difference of macrophages co-inoculated with LLC cells: control group (LLC cells), NC+IL6 group (RAW264.7_IL6_ + LLC cells) and HC+IL6 group (RAW264.7_IL6+hypoxia_ + LLC cells).

In Vivo Hypoxia Model: Tumors were established by injection of LLC cells (1×10^6^) into the armpit of mice. After 3 days of injection, mice were exposed to normobaric hypoxia (8% O_2_, 92% N_2_) or room air for 4h every day (5 animals per condition). Mice were killed 5 weeks later.

At the termination of experiment, tumor tissues were harvested and weighted, and the presence of lung metastases was determined grossly and microscopically.

### Statistical analysis

Data were presented as means ± SD, and the significance of the differences between the values of the groups was determined with Student’s t-test. Differences were considered significant at P ≤ 0.05.

## SUPPLEMENTARY FIGURE AND TABLE

# Supplementary material for: Tumor hypoxia enhances non-small cell lung cancer metastasis by selectively promoting macrophage M2 polarization through the activation of ERK signaling
**Source:** Oncotarget. 2014 Mar 22;5(20):9664–77. doi: 10.18632/oncotarget.1856
**Supplement:** Supplementary file 1

# Tumor hypoxia enhances Non-Small Cell Lung Cancer metastasis by selectively promoting macrophage M2 polarization through the activation of ERK signaling – Zhang et al

| ID      | Description                               | CD206 relative expression | CD86 relative expression |
|---------|-------------------------------------------|---------------------------|--------------------------|
| 2000N_1 | Commercial normal lung RNA                | 0.360                     | 3.433                    |
| 2000N_2 | Commercial normal lung RNA                | 1.232                     | 6.971                    |
| 2059N   | Normal tissue adjacent to sample 2059T    | 3.630                     | 14.337                   |
| 2065N   | Normal tissue adjacent to sample 2065T    | 1.446                     | 9.020                    |
| 2073N   | Normal tissue adjacent to sample 2073T    | 2.364                     | 30.898                   |
| 2075N   | Normal tissue adjacent to sample 2075T    | 2.725                     | 15.360                   |
| 2079N   | Normal tissue adjacent to sample 2079T    | 0.855                     | 9.219                    |
| 2091N   | Normal tissue adjacent to sample 2091T    | 4.845                     | 21.090                   |
| 2092N   | Normal tissue adjacent to sample 2092T    | 0.612                     | 2.821                    |
| 2002T   | Adenocarcinoma. Male. Stage 1             | 17.165                    | 26.655                   |
| 2009T   | Squamous Cell Carcinoma. Male. Stage 1.   | 0.769                     | 6.035                    |
| 2011T   | Squamous Cell Carcinoma. Female. Stage 1. | 6.275                     | 12.970                   |
| 2014T   | Squamous Cell Carcinoma. Male. Stage 1.   | 3.245                     | 28.395                   |
| 2062T   | Adenocarcinoma. Male. Stage 1.            | 2.840                     | 34.225                   |
| 2076T   | Squamous Cell Carcinoma. Male. Stage 1.   | 3.595                     | 11.830                   |
| 2081T   | Squamous Cell Carcinoma. Male. Stage 1.   | 2.441                     | 5.841                    |
| 2083T   | Squamous Cell Carcinoma. Female. Stage 1. | 4.260                     | 16.105                   |
| 2087T   | Squamous Cell Carcinoma. Male. Stage 1.   | 1.015                     | 5.402                    |
| 2090T   | AdenoSquamous. Male. Stage 1.             | 2.770                     | 22.270                   |
| 2093T   | Adenocarcinoma. Female. Stage 1.          | 0.656                     | 8.209                    |
| 2097T   | Squamous Cell Carcinoma. Male. Stage 1.   | 2.910                     | 46.110                   |
| 2001T   | Squamous Cell Carcinoma. Female. Stage 2. | 1.286                     | 9.720                    |
| 2010T   | Adenocarcinoma . Female. Stage 2.         | 1.197                     | 13.501                   |
| 2022T   | Adenocarcinoma. Male. Stage 2.            | 5.375                     | 20.760                   |
| 2073T   | Squamous Cell Carcinoma. Male. Stage 2.   | 2.282                     | 19.216                   |
| 2075T   | Squamous Cell Carcinoma. Male. Stage 2.   | 4.050                     | 17.693                   |
| 2099T   | Squamous Cell Carcinoma. Male. Stage 2.   | 2.220                     | 29.860                   |
| 2068T   | Squamous Cell Carcinoma. Male. Stage 2.   | 9.470                     | 18.585                   |
| 2017T   | Adenocarcinoma. Female. Stage 3.          | 1.514                     | 8.566                    |
| 2020T   | Adenocarcinoma. Female. Stage 3.          | 1.660                     | 11.514                   |
| 2069T   | Squamous Cell Carcinoma. Male. Stage 3.   | 16.540                    | 21.620                   |
| 2079T   | Squamous Cell Carcinoma. Male. Stage 3.   | 2.997                     | 18.997                   |
| 2091T   | Squamous Cell Carcinoma. Male. Stage 3.   | 0.975                     | 6.523                    |
| 2092T   | Squamous Cell Carcinoma. Male. Stage 3.   | 2.955                     | 24.115                   |

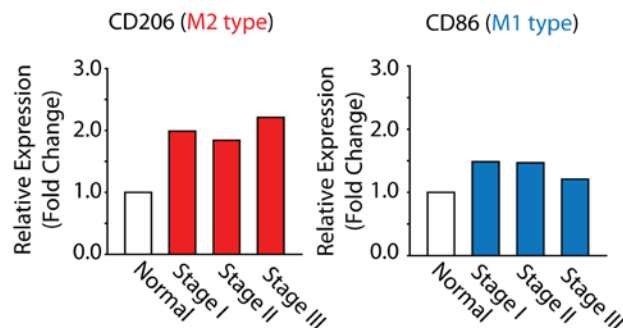

**Figure S1. M2 macrophages are associated with the poor progression of NSCLC.** The expression of CD206 and CD86 was analysed in microarray data (GSE1987).

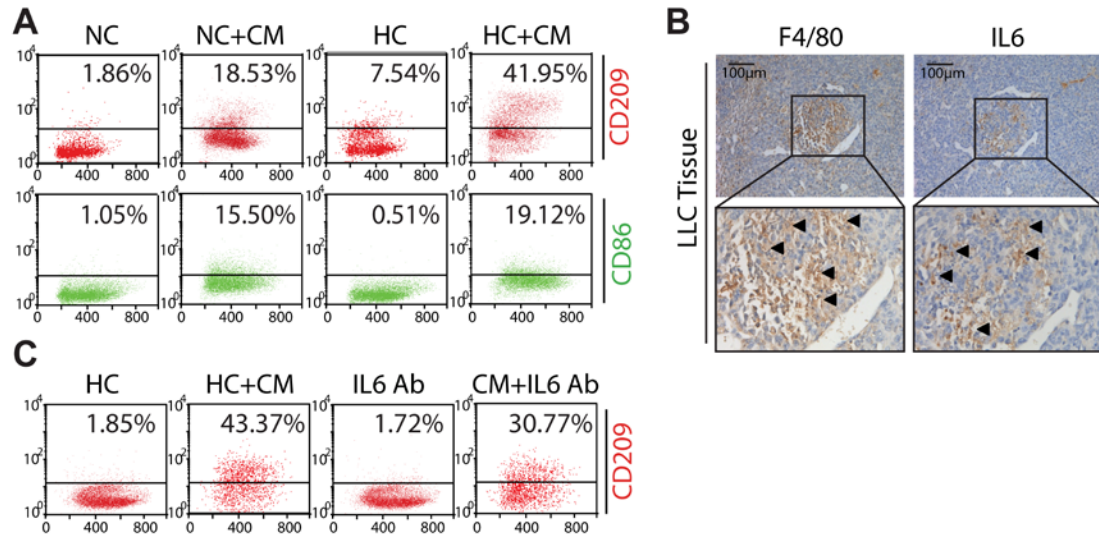

**Figure S2. IL6 is a main factor involved in macrophage polarization in the LLC-CM.** (A)

RAW264.7 cells were incubated without or with the LLC-CM for 72 h under normoxic/hypoxic conditions, and flow cytometric analysis was performed to analyze the expression of CD209 and CD86. (B) Tumor-infiltrating macrophages were visualized by F4/80 staining. IL6 was detected by immunohistochemical staining in the same LLC tumor section. (C) RAW264.7 cells were maintained in LLC-CM with or without neutralizing IL6 antibody. The percentage of CD209<sup>+</sup> macrophages was detected at 72 h.

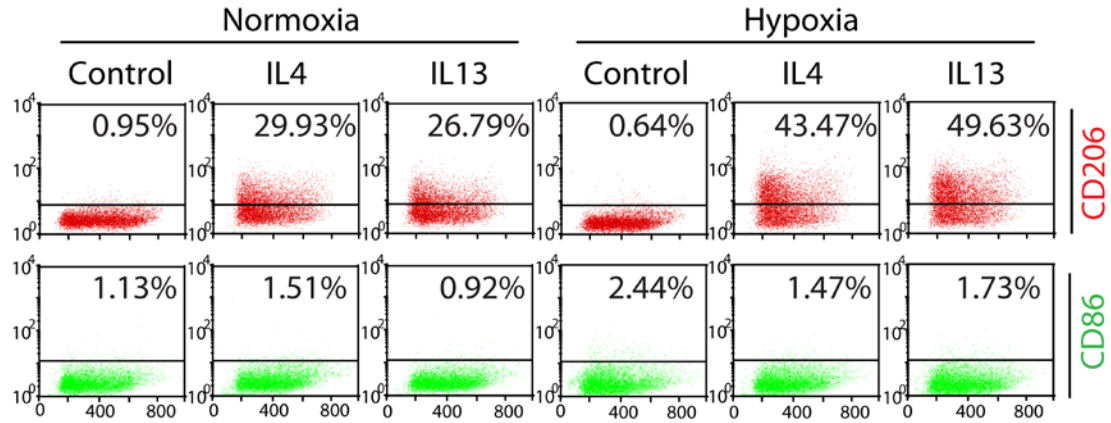

**Figure S3. Effects of hypoxia on IL4 (IL13)-induced macrophage polarization.**

RAW264.7 cells were exposed to normoxia or hypoxia, in the presence or absence of 10 $\mu$ g/ml IL4 (IL13). Flow cytometric analysis was performed to analyze the expression of CD206 and CD86.

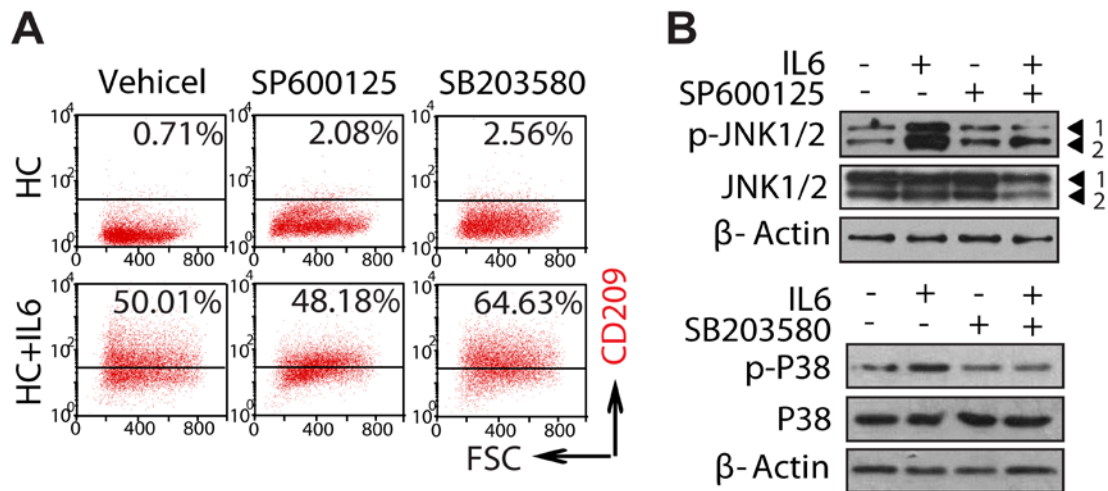

**Figure S4. JNK and p38 MAPK are not involved in hypoxia-induced M2 macrophage**

**polarization.** RAW264.7 cells were incubated with SP600125 (10 $\mu$ M) and SB203580 (10 $\mu$ M), respectively, in the presence or absence of IL6. (A) Flow cytometric analysis was performed to analyze the percentage of CD209<sup>+</sup> cells. (B) Proteins were detected by western-blot analysis.

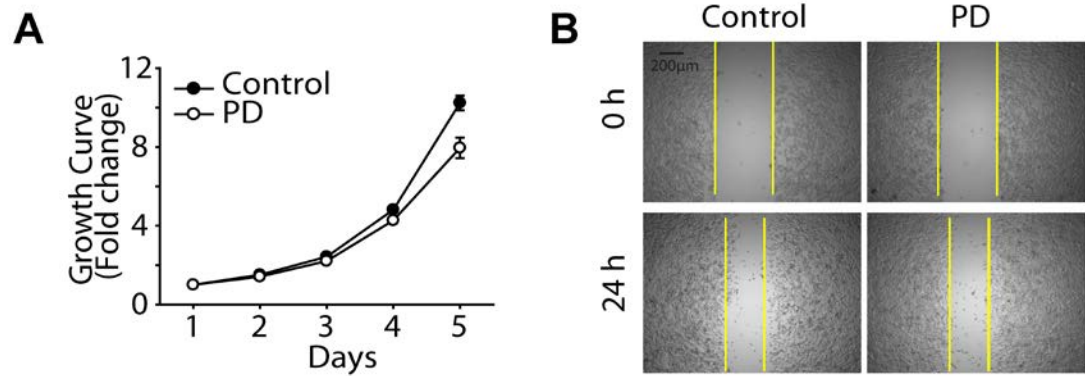

**Figure S5. Direct Effects of PD on LLC cells.** (A) SRB assay was used to examine the cell proliferation inhibitory activities. (B) Wound-healing assay was used to examine the effect of PD on LLC cells migration.

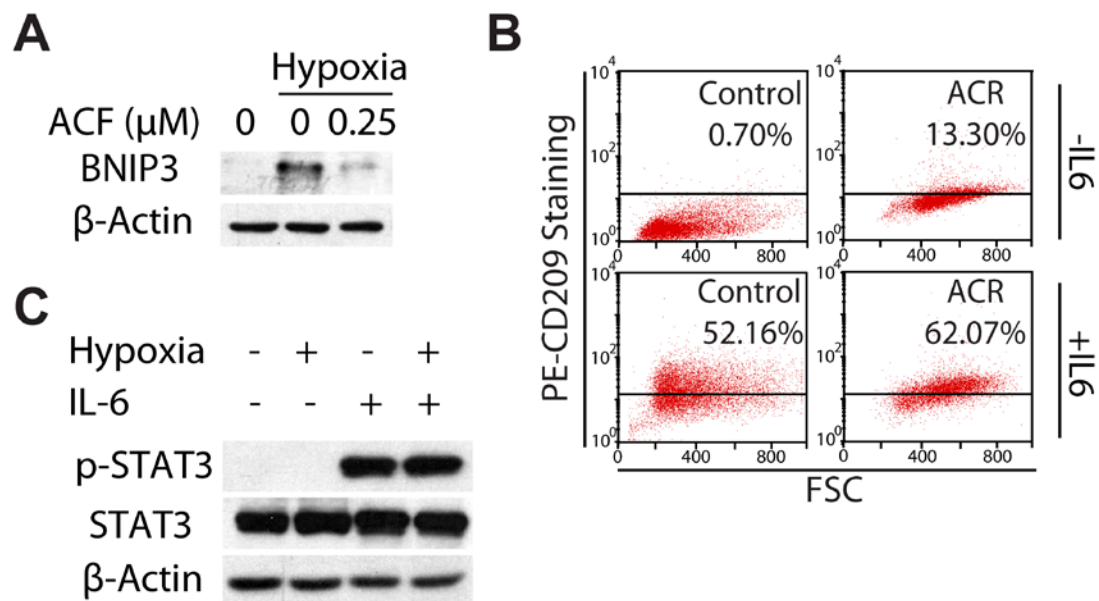

**Figure S6. Both HIF activity and STAT3 signaling are not critical events in the M2 macrophage polarization in response to IL6 plus hypoxia.** (A) RAW264.7 cells were incubated with acriflavine for 24 h. Then, cells were harvested and lysates were immunoblotted with an anti-BNIP3 antibody. (B) RAW264.7 cells were pretreated with acriflavine before the addition of IL6 and the induction of hypoxic challenge, and flow

cytometric analysis was performed to analyze the expression of CD209. (C) RAW264.7 cells were exposed to normoxia or hypoxia, in the presence or absence of IL6. Proteins were detected by western-blot analysis.

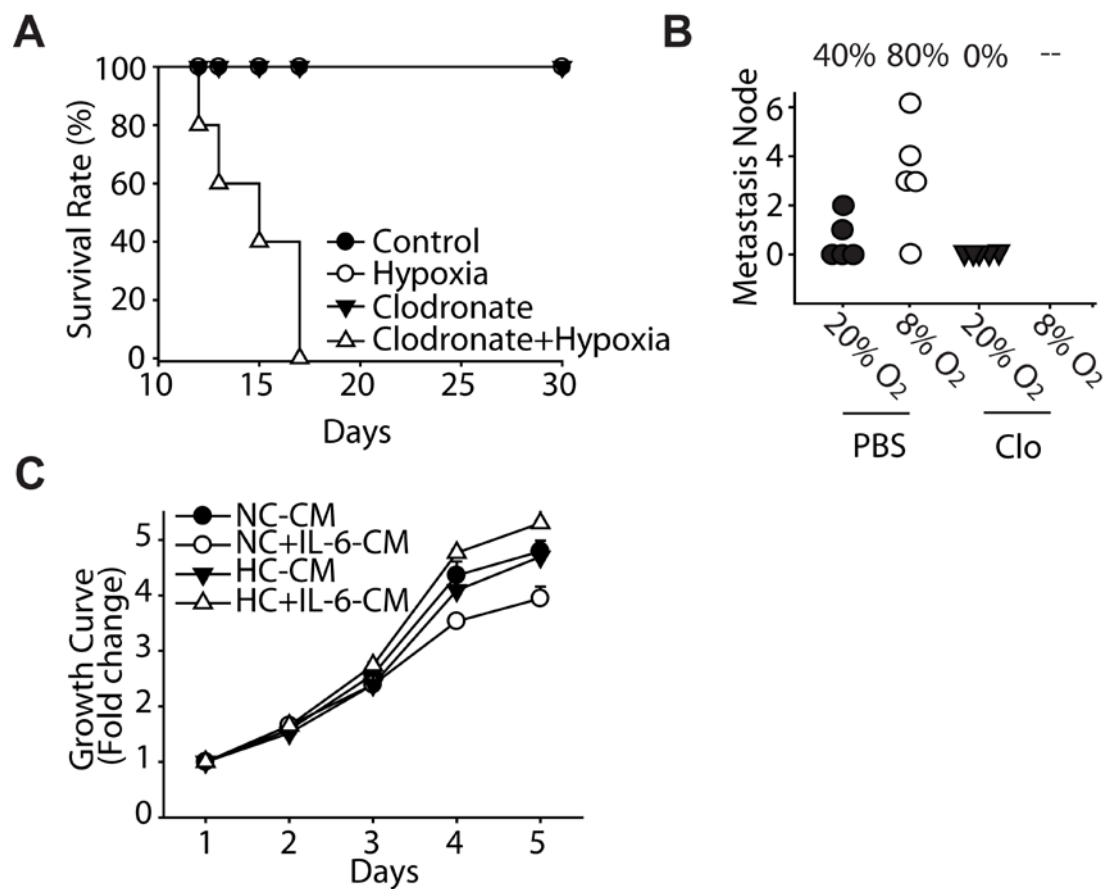

**Figure S7.** (A) LLC cells were injected subcutaneously into the armpit of C57BL/6 mice. Mice were assigned to 4 groups: Control group, Clodronate group, Hypoxia group and Clodronate+Hypoxia group (n=5 per group). Within 30 days of inoculation, mice survival was analyzed. (B) Quantitative analysis of lung metastasis nodules (rate). (C) The cell survival was determined in LLC cells treated with indicated macrophage-conditioned mediums for 5 days.

How the deposited data were processed for this re-analysis (not part of the article)

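RAW264.7 macrophages were grown for 4 days in normoxia or in 1% oxygen, with or without IL6 at 25 ng/ml, and RNA from each of the 4 conditions was hybridized to 1 Affymetrix mouse expression array. The oxygen level of normoxia is not given in the sources used here. The authors deposited 1 table with a log2 signal for each of 45101 probe sets on each array. Before they deposited it, the authors summarized each probe set with MAS5, whose version is not given in the sources used here, scaled each array and took the log2 of the signal. The target of the scaling was seen in the values, since the mean signal after trimming 2% at each end is 500 on every array. A log2 signal of 0 stands for a signal of 1 or less and occurs for 388 probe sets in NC, 437 in NC+IL6, 256 in HC and 317 in HC+IL6. Detection calls were not used here.
From the deposited log2 signals, signals, folds and log2 ratios were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Gene symbols came from a table of probe sets that lists 35890 of them. Of these, 34958 carry 1 symbol and were used for genes, 932 carry several, and 9211 further probe sets are not listed. Gene numbers of 34754 probe sets were matched to the RefSeq annotation of GRCm38.p6, and 0 symbols had to be updated. This left 18194 genes, each represented by the probe set with the highest mean log2 signal over the 4 arrays.
The background floor of each array was the 95th percentile of 82 probe sets for 54 genes, out of a list of 64 genes restricted to other tissues. As signals, the floors were 134.2 in NC, 139.3 in NC+IL6, 169.3 in HC and 186.3 in HC+IL6, and 4 genes of that list lay above them on at least 1 array. The median log2 signal of all probe sets was 5.64, 5.55, 5.90 and 5.86 on these arrays, and 15657, 15404, 15486 and 14837 probe sets were above the floor. The ratio of 3' to 5' signal of Gapdh was 0.93, 0.93, 0.87 and 0.88. The spike-in controls bioB and cre had log2 signals of 9.79, 9.76, 9.90 and 9.79, and 15.10, 14.91, 15.02 and 15.03.
Comparisons were HC with NC, HC+IL6 with NC+IL6, NC+IL6 with NC and HC+IL6 with HC, each a ratio of 2 arrays with a threshold of 2-fold and no test. Counts were made over all probe sets, as the study counts them, and over those with the brighter array above the floor, for which a dimmer signal was first raised to its floor. The number shared by independent lists was taken as the product of both list sizes over the number of probe sets. Pearson's r was computed across probe sets. Without replicates, the spread of a log2 ratio was taken between probe sets of the same gene, over 7817 probe sets of 3116 genes. The pooled SD was 0.32 for HC and NC and 0.30 for HC+IL6 and NC+IL6. This SD measures disagreement between probe sets and not variation between cultures or arrays.
For gene lists, the median log2 ratio was taken over members above the floor on at least 1 of the 4 arrays, so that it can cover more genes than are counted as above the floor in a comparison. It was ranked among 10000 random lists of the same size drawn within 20 bins of mean signal. Percentiles of this kind describe these arrays and are not tests. The lists were M1 and M2 genes in general, HIF targets, glycolysis, oxidative phosphorylation, IL6 and STAT3 targets, interferon response, cell cycle, cholesterol synthesis, stress of unfolded proteins and amino acids, MAPK cascade, ERK output, angiogenic factors, osteoclast, macrophage identity and housekeeping genes, and markers of 7 other cell types, besides the genes that the study shows for its arrays or used as markers.
Named genes are those the study names for its arrays and as markers, and the 10 genes highest and the 10 lowest in both hypoxia comparisons. They also include the 5 highest and 5 lowest of each single comparison and of the difference between the hypoxia log2 ratios with and without IL6, and up to 4 genes of each list. Beyond this rule, Clec10a, Tgfb1, Vegfa, Egln1, Ndrg1, Ero1a, Fam162a, Insig1, Irf7, Oas1a, Ddit3, Dusp1, Ier3, Map2k1 and several genes of the closing section were chosen after their values were seen. A few probe sets of genes named in the study are not reported here.
The calculations were tested on simulated arrays of 45101 probe sets. In both hypoxia comparisons, 50 probe sets each were shifted by a log2 ratio of 2.0, 1.5, -2.0 and -1.5. Of these, 50, 50, 48 and 46 were called in both. Nearly all were called, so they were bright enough for the rule, and the counts do not describe genes near the floor. Of 44901 unshifted probe sets 0 were called in both with the floor and 3728 without it. A shifted list of 20 genes reached percentile 100, and 94 of 100 unshifted lists lay in the middle 95%.
The alternatives were quantile normalization and cyclic loess with limma 3.58.1 in R 4.3.3, signals raised to the floor or to the median of the background genes, that median added to every signal, 1 value per gene, and the mean over the probe sets of a gene. A common floor, quantile normalization followed by the floor, quotients of log2 signals with and without zeros, no floor for the study's genes and the probe set nearest the study's value were added after the data were seen. The gene ontology clusters, RT-PCR, western blots, flow cytometry and animal experiments were not analysed here.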

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

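Of the tests below, those with cyclic loess and on interferon genes without shared sequence were chosen beforehand. The tests on probe sets under the floor, on opposite directions, on the HC and NC arrays alone, on interferon genes lower in both comparisons, on ERK-induced genes outside the early group and on the MAPK cascade were chosen only after the result was seen.
Cxcl2, a chemokine that attracts neutrophils, went in opposite directions with and without IL6, which set it apart from every other probe set above the floor. Its log2 ratio for hypoxia was 2.21 without IL6, with the NC signal raised to the floor, and -2.13 with IL6. The reason for this difference was not tested.
Gene groups that the paper does not report from its arrays, although it discusses HIF, also stood apart from random lists in both comparisons. HIF targets had median log2 ratios of 1.15 without IL6 and 0.50 with it. Cholesterol synthesis had -1.25 and -0.55, the latter -0.11 when the probe sets of each gene were averaged, unfolded-protein and amino acid stress had -0.55 and -0.63, and the interferon response had -0.96 and -1.61. No cause was tested for the groups of cholesterol synthesis and stress.
The hypoxia log2 ratios with and without IL6 barely correlated over all probe sets (r = 0.06), and of those past 2-fold in both comparisons 43.7% went in opposite directions. Unequal scaling is argued against, since 45.8% did so after quantile normalization. An opposite effect of hypoxia when IL6 is present is argued against above the floor, where 0.4% did so. Noise of probe sets under background could account for the pattern, since r was 0.022 across those under the floor on all 4 arrays. For these, where 46.7% went in opposite directions, noise and an opposite effect on some genes cannot be told apart.
The interferon response was lower under hypoxia, most of all with IL6. Scaling is argued against by a median of -1.59 after cyclic loess, and probe sets shared between related genes by -1.61 over 20 genes whose probe set carries no mark of shared sequence. A single deviating NC+IL6 array is argued against for the lower genes without IL6, since HC and NC do not include it. Of the 17 genes above the floor in that comparison, 13 had a negative log2 ratio, 4 a positive one, and 5 were lower. The median of -0.96 also covers genes under the floor on both arrays. For the larger drop with IL6, such an array cannot be told apart from hypoxia, because NC+IL6 is 1 array. Oxygen and another difference between the cultures cannot be told apart for these genes, because each condition is 1 culture, although 5 genes of the interferon response were lower in both comparisons. Less interferon made under hypoxia stays open as well and was not tested.
ERK-induced genes were higher under hypoxia without IL6. Scaling is argued against by a median of 0.51 after cyclic loess. A brief burst of early genes at harvest stays open, since the 10 early genes had a median of 0.83 and the 10 others 0.39, at percentile 97.6 of the random lists, the edge of their middle 95%. Higher transcripts of the cascade itself stay open too, since its median of -0.02 comes from genes that went both ways, 13 up and 14 down among those above the floor. An effect of low oxygen on ERK activity was not tested.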

How the results depend on the processing

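The common floor, quantile normalization followed by the floor, the quotients of log2 signals, the absence of a floor and the nearest probe set are settings chosen after the results were seen, and the other settings were fixed before the data were examined. Without replicates, the spread that decides whether a value moved was also set after the data were seen. It was taken from random subsets of the probe sets for r, from random lists for medians and from probe sets of the same gene for genes. For counts a change over 1.5 times was taken. No paired analysis was possible because the arrays carry no replicate numbers and the comparisons come from no test. Splits of the 4 arrays into pairs, among them hypoxia against normoxia over both IL6 states, are given with the other observations. The cause was not tested for any of the changes below, unless a test is given with the patterns above.
Counts over all probe sets are given in the order higher and lower in HC than in NC, higher and lower in HC+IL6 than in NC+IL6, higher and lower in both, opposite, and changed the same way by IL6 in normoxia and hypoxia. They were 8871 and 6026, 9053 and 5418, 2905 and 1383, 3333, and 3984 as deposited, and moved by no more than 1.5 times with quantile normalization or cyclic loess. With signals raised to the floor they were 633 and 163, 555 and 191, 222 and 54, 1, and 272. With the median of the background genes as floor they were 4522 and 1947, 5189 and 1726, 1242 and 239, 542, and 1137. With that median added they were 4076 and 2100, 5104 and 1398, 960 and 170, 486, and 1021. With 1 value per gene they were 2862 and 2096, 2812 and 1910, 878 and 487, 1103, and 1429. A common floor gave 475 and 159, 422 and 191, 177 and 53, 1, and 252. Quantile normalization followed by the floor gave 396 and 249, 376 and 243, 144 and 66, 2, and 278. Quotients of log2 signals gave 3175 and 2602, 3175 and 2185, 559 and 337, 815, and 912, and with zeros kept 3530 and 2825, 3568 and 2458, 746 and 438, 1093, and 1212.
Pearson's r of the hypoxia log2 ratios, 0.06 as deposited, was 0.05 with quantile normalization and 0.05 with cyclic loess. It was 0.68 with the floor, 0.25 with the median of the background genes as floor, 0.19 with that median added, 0.69 with the common floor and 0.66 with quantile normalization followed by the floor.
The share of higher calls depends on the scaling. The median log2 ratio of all probe sets was 0.13 for HC and NC and 0.15 for HC+IL6 and NC+IL6 as deposited, and -0.01 for both after quantile normalization, where genes above the floor had 0.04 and 0.01 as deposited. In both comparisons together, 67.7% of calls were higher as deposited and 51.1% after quantile normalization. Above the floor these shares were 80.4% and 68.6%.
Of the study's M1 and M2 genes, 3 met the rule under every setting fixed beforehand, 7 without a floor, 10 with the nearest probe sets and no floor, and 2 with the nearest probe sets and the floor. The log2 ratio of Il10 was 2.01 as deposited and 1.70 after cyclic loess. Over the log2 ratios of all genes plotted in Fig. 3E and Il12a, and the number of genes that met the rule, 45 of 67 values stayed. The ratios were judged by the spread and the number by a change over 1.5 times. Of the 10 genes plotted, 7 were under the floor, as was Il12a. The spread of this log2 ratio across dim probe sets was wider than the 0.30 used. It was 2.07 at mean log2 signals from 0 to 4 and 1.23 from 4 to 6. For the genes under the floor, the spread used therefore cannot decide whether a ratio moved. For the number, settings chosen after the results were seen are included.
Of 228 values for the medians of 19 lists, 195 stayed within the spread, 33 moved and 0 reversed beyond it. In the following, the second value of a pair is for HC+IL6 and NC+IL6. With the mean over the probe sets of a gene, the medians for HC and NC were 0.35 for the study's chemokines, 0.10 for the MAPK cascade, 0.68 for ERK output and 0.53 for angiogenic factors. For HC+IL6 and NC+IL6 they were 0.75 for HIF targets, 0.33 for IL6 and STAT3 targets, -0.07 for the cell cycle and -0.50 for the stress genes. The study's other markers had 0.46 and 0.67, and cholesterol synthesis had -1.07 and -0.11.
With quantile normalization the medians for HC and NC were 1.05 for HIF targets, -0.15 for oxidative phosphorylation, 0.10 for IL6 and STAT3 targets, -1.19 for the interferon response and 0.54 for angiogenic factors. For HC+IL6 and NC+IL6 macrophage identity had 0.07 and housekeeping 0.01.
With cyclic loess the medians for HC and NC were -1.15 for the interferon response and 0.55 for angiogenic factors, and for HC+IL6 and NC+IL6 they were -0.54 for M1 genes and 0.41 for glycolysis. Oxidative phosphorylation had -0.13 and 0.00, macrophage identity 0.21 and 0.26, and housekeeping 0.06 and 0.21.
With signals raised to the floor, HIF targets had 0.94 for HC and NC, the interferon response had -0.82 and -1.28, and angiogenic factors had 0.59 for HC+IL6 and NC+IL6.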

Differences from the paper's values

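The fold values of Fig. 3E and the counts of Fig. 5A match quotients of the log2 signals and not ratios of the signals, so values here are given on both scales. Quotients of log2 signals, and the omission of probe sets with a log2 signal of 0, were chosen after seeing the values. With zeros kept, the quotients gave 3530 and 2825 probe sets for HC and NC. On the quotient scale with zeros left out, 3175 and 2602 probe sets match the counts for HC and NC, and 559 and 337 match those printed in Fig. 5A for both comparisons. For HC+IL6 and NC+IL6 the paper has 3174 up and 2184 down, together 5358, and the quotients gave 3175, 2185 and 5360. As ratios of signals these counts were 8871 and 6026, 9053 and 5418, and 2905 and 1383. The paper states a 2-fold difference and no floor.
On that scale Cxcr2 (5.39), Il10 (1.28), Il6 (0.15), Ifna1 (0.52), Il1a (0.23) and Cxcl10 (0.75) match the bars of Fig. 3E within 0.05, a limit set after seeing the values, and Il6 and Cxcl10 lie at that limit. Ccr2 had 1.21 with its brightest probe set.
For Fcer2a the paper's value is about 2.8 in Fig. 3E, read by eye, and the value here was 1.19 as a fold and 1.06 as a quotient. For Scara5 the paper's value is about 5.4 in Fig. 3E, read by eye, against 1.48 as a fold and 1.10 as a quotient. For Il12b the paper's value is about 0.2 in Fig. 3E, read by eye, against 1.61 as a fold and 1.16 as a quotient. For these 3 genes, none of the alternatives set before the data were examined brought the quotient within the range of the paper's value. These were quantile normalization, cyclic loess, the median of the background genes as floor, that median added, and the mean over probe sets, and with the floor itself no fold is given. The mean over probe sets came nearest, with quotients of 1.72, 2.44 and 0.47 and, for Scara5, a fold of 5.50.
Taking for each gene the probe set nearest the paper's value, a setting chosen after seeing the values that selects by agreement, gave quotients of 2.78 for Fcer2a, 5.39 for Scara5, 0.19 for Il12b and 1.36 for Ccr2. With it 10 of 10 genes of Fig. 3E match within the same limit, where the brightest probe sets match for 6, and 4 of the nearest are not the brightest. These 4 probe sets were under the floor on both arrays.
The paper plots 10 genes as higher or lower in Fig. 3E, and 3 of them met the rule of 2-fold above the floor (Il10, Ccr2 and Cxcl10). Without a floor, a setting chosen after seeing the values, 7 did, adding Cxcr2, Il6, Ifna1 and Il1a and dropping 3 of the paper's genes. The nearest probe sets without a floor, also chosen after seeing the values, gave all 10 and dropped 0, and with the floor gave 2 and dropped 8. The paper shows Il12b as lower in HC+IL6, and its brightest probe set had a log2 ratio of 0.68, under the floor on both arrays.
The paper draws Spred1 and Map2k5 among the genes changed in the overlay. Here Spred1 had log2 ratios of 0.27 and 0.14 and Map2k5 -0.04 and 0.19. With the brightest probe set, Tgfb3 (2.8 and 3.01), Il3 (2.17 and 2.12) and Lpar3 (0.29 and 0.40) passed 2 or its inverse on the quotient scale the same way in both comparisons. With any probe set of a gene, a choice made after seeing the values, 9 of the 10 genes with a named probe set passed, adding Wnt5a (5.16 and 9.54), Klb (6.47 and 2.70), Kl (2.06 and 2.67), Spred1 (2.22 and 3.72), Fgf14 (0.37 and 0.48) and Nrk (0.50 and 0.31), and 1, Map2k5, was dropped. None of these 9 probe sets was above the floor on any array.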

Other observations

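IL6 went with higher targets of STAT3, the transcription factor that IL6 activates. Socs3, which limits IL6 signaling, was 4.69-fold higher in NC+IL6 than in NC and 4.90-fold higher in HC+IL6 than in HC, and Stat3 itself was 2.12-fold and 2.72-fold higher. Bcl3, a regulator of NF-kB, was 2.48-fold and 3.56-fold higher, and Saa3, an acute phase protein, at least 3.82-fold and 3.03-fold. The median log2 ratio of 17 such genes was 0.63 in normoxia and 0.65 in hypoxia, both at percentile 100 of the random lists, with 6 and 5 higher and none lower. For hypoxia their medians were 0.24 without IL6 (0.10 after quantile normalization) and 0.18 with it (0.33 with averaged probe sets). Chemokines of Fig. 3D were higher with IL6 as well, with medians of 2.21 and 1.39, among them Ccl4 (9.01-fold and 6.03-fold) and Ccl2 (at least 2.78-fold and at least 4.09-fold).
IL6 also went with a higher interferon response, 20 of 26 genes in normoxia (median 1.98) and 8 of 19 in hypoxia (median 1.08). Zbp1 was at least 12.2-fold and Ifi202b, an interferon-induced DNA sensor, 22.0-fold higher in NC+IL6 than in NC. Stress genes were higher too, with medians of 0.80 and 0.47, including Cth, an enzyme of cysteine synthesis, at 9.30-fold in normoxia. M1 genes had medians of 1.12 and 0.78 and M2 genes 1.41 and 0.87, so both groups were higher with IL6. Cxcl2 was at least 40.0-fold higher in NC+IL6 than in NC. In hypoxia the highest genes were Ccr1, a chemokine receptor (20.2-fold), Tgfbi, a matrix protein (at least 10.8-fold), Cda, a cytidine deaminase (at least 8.89-fold), and Ambp, a precursor of protease inhibitors (7.78-fold). Rtel1 was 27.1-fold higher, but its other probe set had a log2 ratio of -0.51.
Lower with IL6 were Cd83, a surface marker of activated antigen-presenting cells (6.09-fold in normoxia and 6.24-fold in hypoxia), Cd33, a sialic acid receptor (at least 6.18-fold and 4.38-fold), and St6gal1, a sialyltransferase (5.06-fold and 2.91-fold). Nfatc1, the main transcription factor of osteoclasts, was 2.56-fold and 3.44-fold lower. The 8 osteoclast genes above the floor had medians of -0.62 and -0.57 for IL6, and of 0.43 and 0.41 for hypoxia. Cx3cr1, the receptor for fractalkine, was 2.95-fold and 2.26-fold lower.
Angiogenic factors were higher under hypoxia, with medians of 0.72 without IL6 (percentile 99.99) and 0.39 with it (99.42), the latter 0.59 with signals raised to the floor. Pdgfa, a growth factor for mesenchymal cells, was 2.09-fold and 2.04-fold higher, and Adm and Ptgs2 were higher in both comparisons. Igf1, an insulin-like growth factor, was 2.21-fold higher without IL6. Scel, a protein of cornified cells, was at least 5.30-fold higher without IL6.
Of 19 genes of macrophage identity, Itgam, which encodes CD11b, was 3.13-fold and 3.24-fold higher under hypoxia without and with IL6, Fcgr3 was higher in both, and Aif1, an actin-binding protein, was 2.28-fold higher without IL6. Their medians were 0.05 and 0.16, and 0.21 and 0.26 after cyclic loess, with 0.07 for the latter after quantile normalization. None of 12 housekeeping genes passed 2-fold with hypoxia, with medians of -0.09 and 0.12 (0.06 and 0.21 after cyclic loess, and 0.01 for the latter after quantile normalization), and Polr2a, a subunit of RNA polymerase II, was 2.08-fold lower in NC+IL6 than in NC. The study's chemokines, receptors and other markers had medians of -0.13, 0.11 and 0.03 for HC and NC, at percentiles 17.46, 86.82 and 61.53. With averaged probe sets the chemokines had 0.35 and the other markers 0.46. Without IL6, 14 of the 38 genes of Fig. 3D were above the floor, and 1 was higher and 0 lower.
Markers of other cell types were mostly under the floor. None of 10 fibroblast, 13 lymphoid and 5 erythroid genes was above it on any array. Above it on at least 1 array were 1 of 10 epithelial genes (Epcam), 1 of 9 endothelial genes (Flt1), 1 of 12 genes of neutrophils and their precursors (S100a8) and 2 of 9 dendritic cell genes (Siglech and Irf8). Flt1, a receptor for Vegfa that macrophages also carry, was 2.42-fold higher in HC+IL6 than in NC+IL6.
The difference between the hypoxia log2 ratios with and without IL6 was taken gene by gene, not between the list medians. Its median was -0.89 for interferon genes, -0.57 for ERK output, -0.56 for M2 genes, -0.33 for HIF targets and 0.84 for cholesterol synthesis. For single genes the difference was lowest for Cxcl2 (-4.34), Acod1, which makes itaconate (-2.38), and Egr1 (-2.33). After them it was lowest for Cpt1a (-2.27, with probe sets that differ in sign) and Cxcl10 (-2.12). It was highest for Rtel1 (3.04), Fbxw22 (1.91), Slc39a13, a zinc transporter (1.52), Ifi27 (1.51) and Ccr1 (1.49).
For the IL6 comparisons, 462 probe sets above the floor were higher and 156 lower in normoxia, and 334 and 245 in hypoxia. Both shared 210 and 62, where independent lists would share 9.3 and 2.4, with r at 0.65 and 0 in opposite directions. In genes these are 286 and 86, 190 and 138, and 123 and 40. Over all probe sets, 6716 were higher and 7482 lower in normoxia, 6855 and 7029 in hypoxia, and r was 0.05.
When the 4 arrays were split into pairs with a common floor, hypoxia against normoxia gave 70 probe sets higher and 19 lower. IL6 against no IL6 gave 110 and 31. With a common floor, 177 were higher and 53 lower in both hypoxia comparisons. The counts by pairs are smaller, so they do not cover every 2-fold difference between the averages of the pairs. The third way to pair the arrays, NC and HC+IL6 against NC+IL6 and HC, gave 0. That 0 does not show that no probe set differed between these pairs. Cxcl10 had log2 signals of 8.70 in NC and 8.23 in HC+IL6, against 11.04 in NC+IL6 and 8.01 in HC. The SD of the contrast over 13751 probe sets was 0.43, 0.40 and 0.18.
By mean log2 signal, r of the hypoxia log2 ratios was 0.01 from 0 to 4, 0.05 from 4 to 6, 0.34 from 6 to 8, 0.65 from 8 to 10, 0.78 from 10 to 12 and 0.79 above 12.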
